# CD8^+^ T cells maintain killing of MHC-I-negative tumor cells through the NKG2D–NKG2DL axis

**DOI:** 10.1038/s43018-023-00600-4

**Published:** 2023-08-03

**Authors:** Emily C. Lerner, Karolina I. Woroniecka, Vincent M. D’Anniballe, Daniel S. Wilkinson, Aditya A. Mohan, Selena J. Lorrey, Jessica Waibl-Polania, Lucas P. Wachsmuth, Alexandra M. Miggelbrink, Joshua D. Jackson, Xiuyu Cui, Jude A. Raj, William H. Tomaszewski, Sarah L. Cook, John H. Sampson, Anoop P. Patel, Mustafa Khasraw, Michael D. Gunn, Peter E. Fecci

**Keywords:** Tumour immunology, Cancer immunotherapy, Cancer therapeutic resistance, CNS cancer, Cancer

## Abstract

The accepted paradigm for both cellular and anti-tumor immunity relies upon tumor cell killing by CD8^+^ T cells recognizing cognate antigens presented in the context of target cell major histocompatibility complex (MHC) class I (MHC-I) molecules. Likewise, a classically described mechanism of tumor immune escape is tumor MHC-I downregulation. Here, we report that CD8^+^ T cells maintain the capacity to kill tumor cells that are entirely devoid of MHC-I expression. This capacity proves to be dependent instead on interactions between T cell natural killer group 2D (NKG2D) and tumor NKG2D ligands (NKG2DLs), the latter of which are highly expressed on MHC-loss variants. Necessarily, tumor cell killing in these instances is antigen independent, although prior T cell antigen-specific activation is required and can be furnished by myeloid cells or even neighboring MHC-replete tumor cells. In this manner, adaptive priming can beget innate killing. These mechanisms are active in vivo in mice as well as in vitro in human tumor systems and are obviated by NKG2D knockout or blockade. These studies challenge the long-advanced notion that downregulation of MHC-I is a viable means of tumor immune escape and instead identify the NKG2D–NKG2DL axis as a therapeutic target for enhancing T cell-dependent anti-tumor immunity against MHC-loss variants.

## Abstract (web summary)

Fecci and colleagues show that tumor cells having lost MHC-I, a major mechanism of immune escape, are amenable to killing by CD8^+^ T cells through an MHC-I-independent, alternative pathway via NKG2D and NKG2DL interaction and granzyme.

## Main

The long-accepted paradigm for adaptive anti-tumor cellular immunity relies on antigen-specific tumor targeting by activated CD8^+^ T cells. CD8^+^ T cell cytotoxicity, in turn, is classically believed to depend upon T cell receptor (TCR) recognition of tumor antigens presented exclusively in the context of cell surface major histocompatibility complex (MHC) class I (MHC-I) molecules. A critical component of the antigen-presentation function of MHC-I is β-2 microglobulin (β2m), which is conserved across all classical MHC-I alleles present in mice and humans. In turn, mutations in β2m leading to decreased or absent MHC-I expression are purported to constitute a common mechanism by which tumors are able to evade T cell responses, rendering them immunologically ‘cold’ (refs. ^1–4^). The frequency of such MHC-I downregulation varies by tumor histology, with certain tumors, such as glioblastoma, often expressing little to no MHC-I^5,6^.

Recent preclinical and clinical studies, however, have demonstrated somewhat mixed roles for MHC-I and β2m in dictating responses to cancer immune-based platforms, such as immune checkpoint blockade (ICB). While some have suggested that resistance to ICB emerges through inactivation of tumor antigen presentation^7–9^, for instance, others have implied that low tumor β2m and MHC-I expression is instead associated with favorable prognosis^10,11^. These mixed findings highlight the need for further investigation into the role of tumor MHC-I as well as revisiting traditional notions of anti-tumor immunity.

Following our recent investigations into T cell exhaustion and ICB resistance in tumors^12,13^, we sought to better evaluate the role of MHC-I expression within the tumor microenvironment (TME). Herein, we reveal that T cell-activating immunotherapies remain effective against glioma and melanoma lines engineered to lack MHC-I expression. Such efficacy proves independent of natural killer (NK) cells and, instead, relies consistently upon CD8^+^ T cell-mediated cytotoxicity, despite the absence of MHC-I on tumor targets. This cytotoxicity is both antigen and MHC agnostic and, instead, is mediated by T cell NKG2D engagement of non-classical MHC-I NKG2D ligands (NKG2DLs) on tumor cells. Subsequent tumor cell killing depends on prior TCR activation (albeit even by an irrelevant antigen), revealing that adaptive priming can beget subsequent innate killing. Tumor cell killing appears to involve cytotoxic degranulation but is not dependent on Fas. This cytotoxicity mechanism is active in vivo in mice as well as in vitro in human cells and is required for killing of MHC-negative tumor cells even in tumors with heterogeneous MHC expression. Such findings challenge the traditional model of T cell-mediated tumor cell killing and likewise provide a therapeutic blueprint for licensing immune responses in MHC-loss tumor variants.

## Results

### Immunotherapy for MHC-I-negative tumors requires CD8^+^ T cells

We have previously demonstrated the efficacy of the combination of 4-1BB agonism and anti-programmed cell death protein 1 (PD-1) checkpoint blockade (αPD-1/4-1BB) in a murine CT2A glioma model. Unsurprisingly, such efficacy proved dependent on the presence of CD8^+^ T cells^12^. More recently, to examine the antigen-specific response, we engineered a CT2A mouse glioma tumor line to express tyrosinase-related peptide 2 (TRP2), a weakly immunogenic model antigen, creating the CT2A-TRP2 line. The combination αPD-1/4-1BB therapy demonstrated similar efficacy against orthotopically implanted CT2A-TRP2 tumors, resulting in 80% long-term survival (Fig. 1a).

**Fig. 1:**
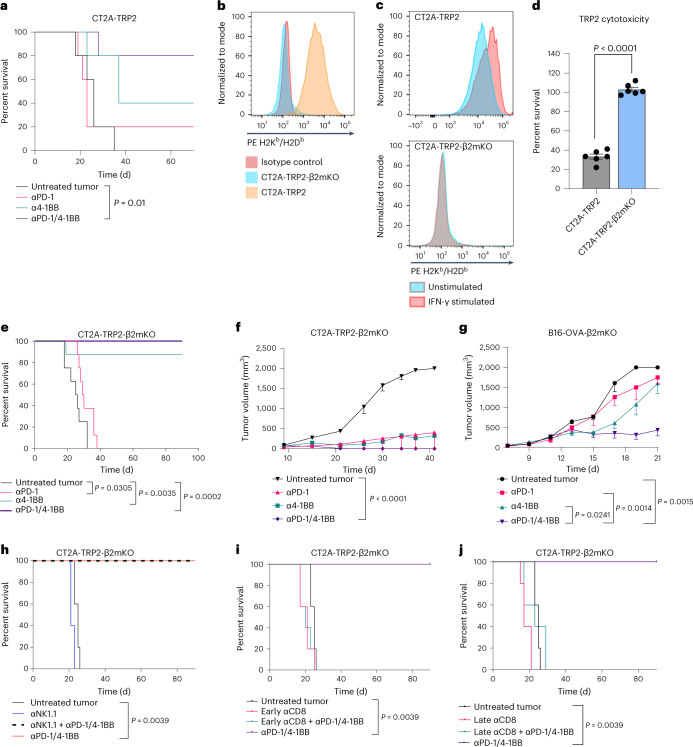
Immunotherapies remain effective against tumor cells lacking MHC-I in a CD8^+^ T cell-dependent manner. **a**, Kaplan–Meier survival curve of mice implanted with CT2A-TRP2 tumors i.c. and then treated with anti-PD-1, anti-4-1BB or αPD-1/4-1BB therapy or PBS vehicle control (untreated tumor) (*n* = 5 per group). α, anti. **b**, Flow cytometry of tumor cells stained for H2K^b^ and H2D^b^, the HLA haplotypes expressed in C57BL/6 mice. **c**, Flow cytometry of tumors stained for H2K^b^ and H2D^b^ following 24 h of in vitro stimulation with IFN-γ (20 ng ml^−1^). **d**, Percent survival of CT2A-TRP2 tumor cells or CT2A-TRP2-β2mKO tumor cells co-cultured with tumor-specific TRP2-specific CD8^+^ T cells (TRP2 T cells) (10:1 effector:target ratio, *n* = 6 co-cultures per group). After 24 h of co-culture, the number of remaining viable tumor cells was quantified using flow cytometry, and percent survival was calculated in comparison to values from tumor-only wells. An effector:target ratio curve is shown in Extended Data Fig. 1a. **e**, Kaplan–Meier survival curve of C57BL/6 mice implanted with CT2A-TRP2-β2mKO tumors i.c. and then treated with anti-PD-1, anti-4-1BB or αPD-1/4-1BB therapy or PBS vehicle control (*n* = 8 per group). **f**,**g**, Subcutaneous tumor growth curves of CT2A-TRP2-β2mKO (**f**) and B16-OVA-β2mKO (**g**) tumors implanted into C57BL/6 mice (*n* = 5 per group). **h**, Kaplan–Meier survival curve of mice implanted with CT2A-TRP2-β2mKO tumors i.c. in the presence or absence of NK depletion with anti-NK1.1 therapy (*n* = 5 per group). **i**,**j**, Kaplan–Meier survival curves of mice implanted with CT2A-TRP2-β2mKO tumors i.c. followed by CD8^+^ T depletion with anti-CD8α therapy in the early priming stage (**i**) (day 3 after tumor implantation) or the later effector stage (**j**) (day 7 after tumor implantation). Data in **d**, **f** and **g** are shown as mean ± s.e.m. The *P* value in **d** was calculated with a two-tailed Student’s *t*-test. Tumor growth curves in **f** and **g** were compared with two-way ANOVA and Tukey’s multiple-comparison test. Survival curves in **a**, **e** and **h**–**j** were assessed by the two-sided Gehan–Breslow–Wilcoxon test. The experiments in **a**, **d**, **e** and **g**–**i** were repeated independently at least two times with similar results. Source data

With initial intent to examine the impact of tumor antigen presentation on facets of the TME, we used CRISPR to knock out (KO) the gene encoding β2m in the CT2A-TRP2 line, generating the CT2A-TRP2-β2mKO line (Fig. 1b). CT2A-TRP2-β2mKO cells lacked MHC-I expression (H2K^b^ and H2D^b^) as assessed by flow cytometry. MHC-I KO was further confirmed with an interferon (IFN)-γ stimulation assay^13^. IFN-γ stimulation resulted in upregulation of H2K^b^ and H2D^b^ in parental CT2A-TRP2 cells but not in CT2A-TRP2-β2mKO cells (Fig. 1c). Additionally, TRP2 TCR-transduced CD8^+^ T cells (TRP2 T cells) failed to kill CT2A-TRP2-β2mKO tumors in vitro but efficiently killed parental CT2A-TRP2 tumors, providing functional validation of MHC-I knockdown in the CT2A-TRP2-β2mKO line (Fig. 1d).

Surprisingly, we found that mice harboring intracranial (i.c.) CT2A-TRP2-β2mKO tumors remained responsive to immunotherapy, demonstrating 100% long-term survival in response to combination αPD-1/4-1BB treatment and 90% long-term survival in response to anti-4-1BB monotherapy (Fig. 1e). As with CT2A-TRP2 tumors, the CT2A-TRP2-β2mKO tumor was uniformly fatal without treatment. Immunotherapeutic efficacy against CT2A-TRP2-β2mKO tumors was not specific to the i.c. compartment, as αPD-1/4-1BB remained effective against this MHC-I-negative glioma when implanted subcutaneously as well (Fig. 1f). Furthermore, αPD-1/4-1BB retained efficacy against orthotopically implanted melanomas lacking MHC-I (B16-F10-OVA-β2mKO, referred to hereafter as B16-OVA-β2mKO) (Fig. 1g). Ultimately, immunotherapeutic success in MHC-I-negative tumors was restricted neither to gliomas nor to the i.c. compartment.

Intrigued, we sought to determine the immune cell population responsible for the efficacy of immunotherapy against MHC-I-negative tumors. As NK cells are known to eliminate cells with absent or reduced MHC^14^, we first investigated by depleting NK cells before implanting CT2A-TRP2-β2mKO tumors (Extended Data Fig. 1b). Even in the absence of NK cells, αPD-1/4-1BB still elicited 100% long-term survival (Fig. 1h). We therefore explored whether immunotherapeutic efficacy against CT2A-TRP2-β2mKO tumors might still be dependent on CD8^+^ T cells, even in the absence of tumor MHC-I expression. Depletion of CD8^+^ T cells (Extended Data Fig. 1c) completely abrogated the survival benefit of αPD-1/4-1BB in mice bearing CT2A-TRP2-β2mKO tumors. This proved true whether CD8^+^ T cells were depleted before tumor implantation (Extended Data Fig. 1d) or at early (day 3) or late (day 7) time points after tumor implantation (Fig. 1i,j). Of note, CD4^+^ T cell depletion had a modest but not significant impact on survival (Extended Data Fig. 1e,f).

### Antigen-specific killing persists in MHC-I-negative tumors

Continued dependence on CD8^+^ T cells raised the question as to whether cytotoxic killing of MHC-I-negative tumors still occurs in an antigen-specific fashion. Interestingly, we noted that αPD-1/4-1BB-treated mice bearing MHC-I-negative CT2A-TRP2-β2mKO tumors accumulated a greater number of TRP2-specific CD8^+^ T cells in the tumor than similarly treated mice bearing MHC-I-positive CT2A-TRP2 tumors (Fig. 2a and Extended Data Fig. 2a). To test the role of antigen specificity, we implanted CT2A-TRP2-β2mKO or CT2A-β2mKO tumors (lacking both TRP2 and MHC-I expression) i.c. into mice lacking CD8^+^ T cells (CD8KO). Mice subsequently received an adoptive transfer of TRP2-specific CD8^+^ T cells (TRP2 ALT), producing a T cell compartment exclusively specific for TRP2 (Fig. 2b). TRP2 ALT in combination with αPD-1/4-1BB was sufficient to eliminate 100% of CT2A-TRP2-β2mKO tumors (Fig. 2c) but was uniformly unsuccessful against CT2A-β2mKO tumors lacking TRP2 expression (Fig. 2d). Additionally, we implanted CT2A-TRP2-β2mKO tumors i.c. into transgenic OT-1 mice. The majority of T cells in these mice recognize residues 257–264 of the ovalbumin (OVA) peptide (OVA_257–264_, SIINFEKL) in the context of H2K^b^ but possess no reactivity against TRP2. Combination αPD-1/4-1BB was completely ineffective against CT2A-TRP2-β2mKO tumors in these mice (Fig. 2e), further suggesting that tumor-specific T cells remain necessary, even in the absence of tumor MHC-I antigen presentation.

**Fig. 2:**
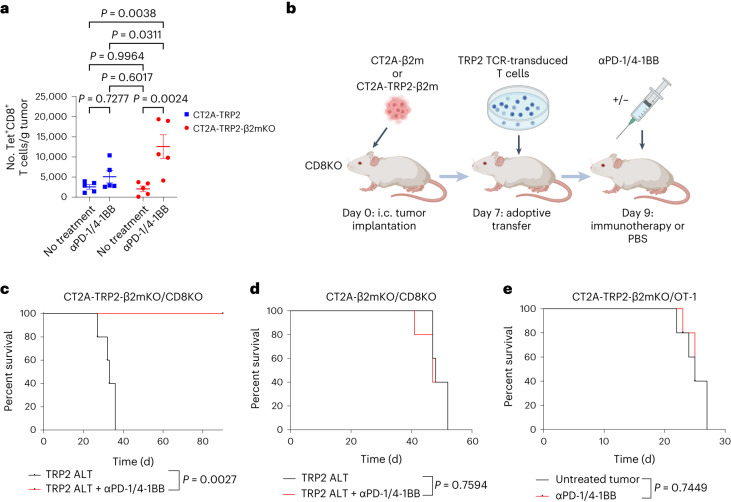
Antigen-specific killing persists in the absence of tumor MHC-I. **a**, Absolute counts of tumor-specific TRP2 CD8^+^ T cells per gram of tumor from C57BL/6 mice bearing either i.c. CT2A-TRP2 or CT2A-TRP2-β2mKO tumors. Mice were implanted with CT2A-TRP2-β2mKO or CT2A-TRP2 tumors i.c. and then treated with i.p. αPD-1/4-1BB at day 18. Tumors were then collected 24 h later, dissociated, stained for the TRP2 tetramer and assessed by flow cytometry (*n* = 5 mice per group). Data are from one of two independent experiments with similar results. Data are shown as mean ± s.e.m. **b**, Schematic of the experimental design. **c**,**d**, Kaplan–Meier survival curves of CD8^+^ T cell global KO mice (CD8KO) implanted i.c. with CT2A-TRP2-β2mKO (*n* = 5 mice per group) (**c**) or CT2A-β2mKO (lacking TRP2 expression) (*n* = 5 mice per group) (**d**) tumors. Mice were treated with 10 × 10^6^ TRP2 TCR-engineered T cells on day 7, followed by i.p. αPD-1/4-1BB therapy or vehicle control. **e**, Kaplan–Meier survival curve of OT-1 mice implanted with CT2A-TRP2-β2mKO tumors, which do not express the OVA antigen, creating a model with few to no tumor-specific T cells present (*n* = 5 mice per group). The *P* value for **a** was calculated with one-way ANOVA and post hoc Tukey’s test. Survival in **c**–**e** was assessed by the two-sided Gehan–Breslow–Wilcoxon test. Source data

Above, we demonstrated that TRP2 T cells failed to kill CT2A-TRP2-β2mKO tumor cells in vitro (Fig. 1d), confirming that CD8^+^ T cells alone cannot kill MHC-I-negative tumors, even in the presence of a cognate antigen. We hypothesized then that an additional cell population must be facilitating the observed cytotoxicity in vivo. In vivo, infiltrating myeloid cells constitute the bulk of immune cells within the brain TME^15^. We therefore examined whether adding bone marrow-derived macrophages (BMDMs) would license in vitro killing of CT2A-TRP2-β2mKO tumors by TRP2 T cells. CT2A-TRP2 or CT2A-TRP2-β2mKO (Fig. 3a) tumor cells were cultured with TRP2 T cells in the presence of either TRP2 peptide-loaded BMDMs (TRP2 macrophages) or unpulsed BMDMs (unpulsed macrophages). While TRP2 T cells alone (but not TRP2 macrophages) efficiently killed MHC-I-positive CT2A-TRP2 tumors, neither TRP2 T cells alone nor TRP2 macrophages alone proved capable of killing MHC-I-negative CT2A-TRP2-β2mKO tumors. Remarkably, however, the combination of TRP2 macrophages and TRP2 T cells was indeed sufficient to kill CT2A-TRP2-β2mKO tumors in vitro. Interestingly, the combination of unpulsed macrophages and TRP2 T cells also failed to result in significant tumor cell killing, suggesting that antigen-cognate interactions between macrophages and CD8^+^ T cells are necessary for deriving cytotoxicity against tumor cells lacking MHC-I. Sham TCR-transduced CD8^+^ T cells failed to kill either tumor cell line, even in the presence of TRP2-loaded macrophages. Importantly, we recapitulated these findings in an additional murine glioma line (GL261) expressing a different target antigen (OVA) using OVA-specific OT-1 T cells and OVA-pulsed macrophages (Fig. 3b–d).

**Fig. 3:**
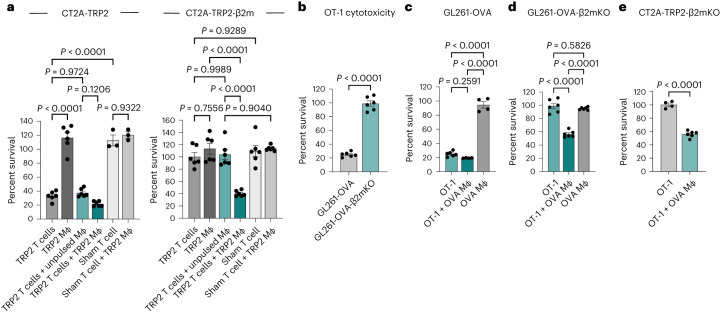
In the absence of tumor MHC-I, CD8^+^ T cell killing requires antigen-specific activation by APCs in vitro. **a**, Left, TRP2 T cells were co-cultured with TRP2 macrophages (Mϕ), unpulsed macrophages and CellTrace Violet-stained tumor cells at a 10:1 T cell:CT2A-TRP2 tumor cell ratio and a 5:1 macrophage:tumor cell ratio. After 24 h of co-culture, the number of remaining viable tumor cells was quantified using flow cytometry, and percent survival was calculated in comparison to tumor cell-only wells (*n* = 6 co-cultures per group). Sham-transduced T cells (sham T cells) were used as a control (*n* = 3 co-cultures per group). Right, groups are as stated but with CT2A-TRP2-β2M tumor cells (*n* = 6 co-cultures per group). **b**, OVA SIINFEKL peptide (257–264)-specific OT-1 T cells were co-cultured with a murine glioma model expressing OVA antigen (GL261-OVA) or MHC-I-negative GL261-OVA-β2mKO tumor cells for 24 h at a 10:1 effector:target ratio. Percent survival was calculated as described above (*n* = 6 co-cultures per group). OVA Mϕ, OVA-pulsed macrophage. **c**, GL261-OVA tumor cells were co-cultured with OT-1 T cells alone (*n* = 6 co-cultures) or OVA-pulsed macrophages alone (*n* = 4 co-cultures) or both (*n* = 4 co-cultures), and percent survival after 24 h was calculated (10:1 T cell:tumor cell ratio and 5:1 macrophage:tumor cell ratio). **d**, As in **c**, but with GL261-OVA-β2mKO tumor cells (all *n* = 6 co-cultures). **e**, CT2A-TRP2-β2mKO tumor cells were co-cultured with non-tumor-specific OT-1 CD8^+^ T cells (OT-1 T cells) alone (*n* = 4 co-cultures) or OT-1 T cells and OVA-pulsed macrophages (*n* = 6 co-cultures) at a 10:1 T cell:tumor cell ratio and a 5:1 macrophage:tumor cell ratio. All data are shown as mean ± s.e.m. *P* values were determined by two-tailed, unpaired Student’s *t*-test for **b** and **e** and by one-way ANOVA with post hoc Tukey’s test for **a**, **c** and **d**. Experiments in **a**–**e** were repeated independently at least two times with similar results. Source data

While these results suggested the importance of antigen-cognate interactions between antigen-presenting cells (APCs) and T cells, the role of such interactions between T cells and tumor cells lacking MHC-I remained less clear. Therefore, we performed in vitro cytotoxicity experiments using antigen-matched OT-1 CD8^+^ T cells and OVA-pulsed macrophages co-cultured with OVA-negative CT2A-TRP2-β2mKO tumor cells. We found that the combination of OT-1 T cells and OVA-pulsed macrophages was sufficient to kill CT2A-TRP2-β2mKO tumor cells, even though the tumor itself expressed neither MHC-I nor the cognate OVA antigen (Fig. 3e). These data suggest that, following antigen-specific TCR activation, CD8^+^ T cells kill MHC-I-negative tumors via both an antigen-independent and tumor MHC-I-independent mechanism.

### CD8^+^ T cells kill MHC-I-negative tumors via direct contact

We next examined the mechanistic requirements for killing tumor cells that lack MHC-I. To determine first whether a soluble factor might be involved, we used 0.4-μm Transwell plates, which allow cytokines and other soluble mediators, but not cells, to pass through freely. MHC-I-negative CT2A-TRP2-β2mKO tumor cells were placed on the bottom of the Transwell plates, with various combinations of TRP2 T cells and TRP2 macrophages added to either the same or opposite side of the membrane. Physically separating T cells and/or macrophages from tumor cells obviated tumoricidal activity, suggesting a requirement for direct cell–cell contact rather than a soluble factor (Fig. 4a).

**Fig. 4:**
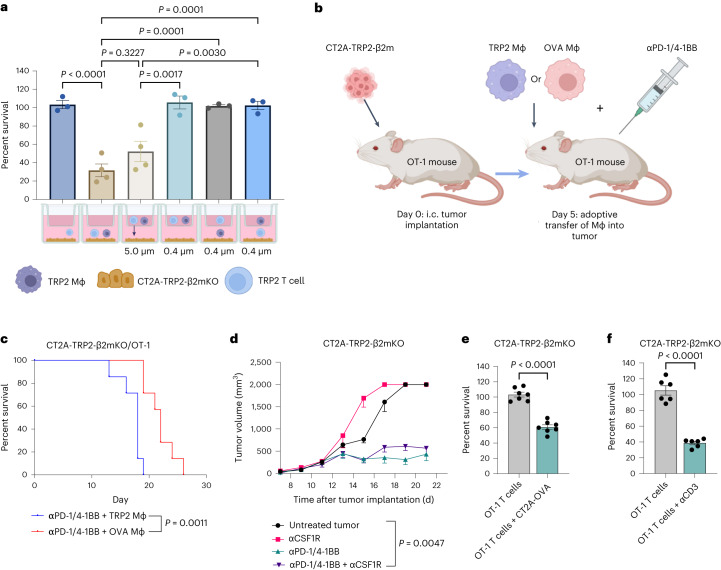
CD8^+^ T cells require contact with APCs and subsequently tumor cells to mediate cytotoxicity against MHC-I-negative tumors. **a**, CT2A-TRP2-β2mKO tumor cells were co-cultured with TRP2 CD8^+^ T cells and TRP2 macrophages in different combinations on either side of a 5.0-μm or a 0.4-μm Transwell as depicted. After 24 h of co-culture, the number of remaining viable tumor cells was quantified using flow cytometry, and percent survival was calculated in comparison to tumor cell-only wells. Cells were plated at a 10:1 T cell:tumor cell ratio and a 5:1 macrophage:tumor cell ratio (*n* = 4 co-cultures per group for all three cell types together and 5.0-μm Transwell groups; all others, *n* = 3 co-cultures per group). **b**, Schematic of the experimental design. **c**, CT2A-TRP2-β2mKO tumors were i.c. implanted into OT-1 mice. Cognate antigen-loaded OVA-pulsed macrophages (5 × 10^5^) or non-cognate antigen-loaded TRP2 macrophages (5 × 10^5^) were then i.c. implanted into the tumor site at day 5 followed by αPD-1/4-1BB immunotherapy. Mice were evaluated for overall survival in the days following tumor implantation (*n* = 5 per group). **d**, Subcutaneous tumor growth curve of B16-OVA-β2mKO tumors implanted into C57BL/6 mice treated with αPD-1/4-1BB in the presence or absence of macrophage depletion with anti-CSF1R therapy (*n* = 5 per group). **e**, Percent survival of CT2A-TRP2-β2mKO tumor cells after 24 h of co-culture with OT-1 T cells either in the presence or the absence of OVA antigen stimulation provided by MHC-I-positive CT2A-OVA tumors at a 10:1 effector:target ratio. Percent survival was calculated as described above (*n* = 7 co-cultures per group). **f**, Percent survival of CT2A-TRP2-β2mKO tumor cells co-cultured with OT-1 T cells in the presence or absence of stimulating anti-CD3 antibody (10:1 effector:target ratio, *n* = 6 co-cultures per group). Data in **a** and **d**–**f** are shown as mean ± s.e.m. *P* values were determined using one-way ANOVA with post hoc Tukey’s test for **a** and by two-tailed, unpaired Student’s *t*-test for **e** and **f**. Tumor growth curves in **d** were analyzed with two-way ANOVA and Tukey’s multiple-comparison test. Survival in **c** was assessed by the two-sided Gehan–Breslow–Wilcoxon test. Experiments in **a** and **c**–**f** were repeated independently at least two times with similar results. Source data

We then investigated whether macrophages or T cells more directly contributed to the contact-dependent tumor cytotoxicity mechanism. For these experiments, we instead used 5.0-μm Transwell plates, which allow for the smaller T cells, but not the larger macrophages, to pass through to the bottom of the well containing tumor cells (validation in Extended Data Fig. 3a). CT2A-TRP2-β2mKO tumor cells were placed on the opposite side of the Transwell insert from T cells and macrophages. This setup permitted T cells to first make direct contact with macrophages and subsequently pass through the membrane to make direct contact with tumor cells. The extent of tumor killing here was not significantly different from that in which all three cell types were in contact (Fig. 4a). This suggests that killing of MHC-I-negative tumors requires direct contact between tumor cells and TCR-stimulated T cells, while macrophages need only fill the role of providing antecedent antigen-specific T cell stimulation.

We now aimed to test whether such phenomena would persist in vivo. Earlier, we demonstrated that αPD-1/4-1BB immunotherapy was ineffective against i.c. CT2A-TRP2-β2mKO tumors implanted into OT-1 mice (Fig. 2e). In this model, all CD8^+^ T cells are specific for OVA, and TCR activation does not occur due to the absence of OVA antigen within the system. Our in vitro data above suggested that, although killing of MHC-I-negative tumors is tumor antigen agnostic, cognate antigen is still necessary for the required antecedent TCR activation. We therefore tested whether injecting cognate antigen-loaded macrophages into the tumor might prove sufficient for licensing an immunotherapeutic response against tumors lacking both MHC-I and the same cognate antigen. To accomplish this, we implanted MHC-I-negative, OVA-negative CT2A-TRP2-β2mKO gliomas orthotopically into OT-1 mice and subsequently administered cognate OVA-loaded macrophages or non-cognate TRP2-loaded macrophages into the tumor, followed by treatment with αPD-1/4-1BB immunotherapy (Fig. 4b). Tumor-bearing OT-1 mice implanted with OVA-pulsed macrophages demonstrated a significant survival advantage compared to OT-1 mice implanted with TRP2 macrophages (Fig. 4c). These data suggest that in vivo TCR activation is both necessary and sufficient to result in T cell-mediated killing of MHC-I-negative tumors in a tumor antigen-agnostic fashion.

We next sought to determine whether macrophages are exclusively required for TCR stimulation, or whether other MHC-I-positive APCs might also play that role. To assess this, we employed an anti-colony-stimulating factor 1 receptor (CSF1R) antibody to deplete macrophages in vivo before orthotopically implanting B16-OVA-β2mKO tumors into the flanks of mice^16^ (a subcutaneous melanoma model was used here to eliminate microglia as a confounding population). The depletion of macrophages had no effect on the growth of untreated tumors or on the effectiveness of αPD-1/4-1BB therapy (Fig. 4d). Similar findings were still encountered in the central nervous system, where the efficacy of αPD-1/4-1BB was maintained against CT2A-TRP2-β2mKO tumors implanted i.c. into *Ccr2*-KO mice, which have decreased tumor infiltration by peripheral macrophages^17^ (Extended Data Fig. 3b). In sum, these findings suggest that, while macrophages may indeed be sufficient for the adaptive priming stage of cytotoxicity against MHC-I-negative tumors, they are not specifically necessary.

To better assess other potential sources of the requisite TCR activation, we first performed in vitro cytotoxicity experiments by mixing CD8^+^ T cells with both MHC-I-positive and MHC-I-negative tumor cells, eliminating macrophages from the culture. Unsurprisingly, OVA-specific OT-1 T cells cultured only with MHC-I-negative, OVA-negative CT2A-TRP2-β2mKO tumor cells failed to result in tumor killing. However, the simple addition of MHC-I-positive OVA-positive (CT2A-OVA) tumor cells licensed T cell killing of antigen-mismatched CT2A-TRP2-β2mKO tumor cells (Fig. 4e). This suggested that antigen-cognate TCR activation by neighboring MHC-I-positive tumor cells might alone be sufficient to elicit CD8^+^ T cell killing of their MHC-I-negative counterparts. Likewise, simple TCR activation by activating anti-CD3 antibody also proved sufficient to induce killing of MHC-I-negative tumor cells in vitro (Fig. 4f). Interestingly, the addition of antibodies blocking lymphocyte function-associated antigen 1 (LFA-1) and intercellular adhesion molecule 1 (ICAM-1) modestly reduced in vitro cytotoxicity against both MHC-I-positive and MHC-I-negative tumors, providing further evidence of a T cell contact-dependent cytotoxicity mechanism (Extended Data Fig. 3c).

### NKG2D mediates T cell recognition of MHC-I-negative tumors

In an effort to clarify the nature of the cell–cell contact-dependent mechanism underlying CD8^+^ T cell recognition of MHC-I-negative tumors, we first employed an unbiased approach to examine differences in inflammatory gene expression profiles in antigen-specific CD8^+^ T cells exposed to both MHC-I-negative tumors and cognate antigen-loaded macrophages. Gene sets from primed OT-1 T cells co-cultured with OVA-pulsed macrophages either alone or in combination with antigen-negative CT2A-TRP2-β2mKO tumor cells were both compared to primed OT-1 T cells alone. 

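RNA was counted on an nCounter, which reads colour-barcoded probes bound to each transcript without amplification. OT-1 T cells carry a transgenic T cell receptor for a peptide of ovalbumin (OVA), and CT2A-TRP2-β2mKO is a mouse glioma line that lacks β2m and therefore surface MHC-I. Each of the 3 groups (OT-1 alone, OT-1 with OVA-pulsed macrophages, and OT-1 with OVA-pulsed macrophages and CT2A-TRP2-β2mKO cells) held 3 samples of CD8+ T cells sorted after 24 h. The methods give 5 T cells per tumor cell and 2 T cells per macrophage, while the sample labels give 10 and 5. For OT-1 cells alone the methods state IL-2 at 50 IU per ml, and their wording leaves open whether the co-cultures had it. The deposit's treatment protocol, worded alike for all 9 samples, lists the T cell medium without IL-2. The design text of the deposit calls the T cells of the reference group naive, whereas the paper's Results call them primed and the growth protocol describes activation with peptide and culture in IL-2, so they are treated here as primed cells. The paper calls the samples co-cultures, and its reporting summary states at least 3 biologic replicates for major experiments without saying whether those are separate animals or cultures. The p-values therefore measure only the spread between these samples.

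The table used here holds the log2 normalized values that the authors deposited for 750 genes, identified by symbol and normalized in nSolver, and no housekeeping genes. Raw counts were not among the data used. Values under 30 counts were whole multiples of a single step in every sample (100% of them, within the file's rounding of 0.005, against 9.21% to 12.1% by chance), so raw totals could be recovered. They were 733697, 1140710 and 1186180 counts for OT-1 alone, 697656, 813136 and 898205 with macrophages and tumor, and 999043, 131960 and 796492 with macrophages. Macrophage replicate 2 was thus scaled up by 6.38, against 0.681 to 1.36 in the other 8 samples. At 100 normalized counts, counting error alone was 25.3% in that sample and 8.25% to 11.7% in the others. Markers of macrophages, B cells and other cell types all had their highest median in that sample (6.48 for 33 macrophage genes, against 4.03 to 5.00 elsewhere on the log2 scale).

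The deposited values were fitted with limma over all 9 samples, two-sided, with the Benjamini–Yekutieli adjustment that the methods name and a threshold of 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated one. Camera sets a list against the other genes, while limma's fry, also run, tests the list's genes on their own. The contrasts, the lists and the rule for naming genes were set before the data were examined.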

OVA-negative β2mKO tumor lines were used to ensure the absence of tumor–TCR interactions. OT-1 TCR activation for these experiments was accomplished by concomitant culture with OVA-pulsed macrophages. TCR-activated OT-1 cells exposed to CT2A-TRP2-β2mKO cells exhibited increased expression of genes denoting both NK and T cell functions, increases not seen simply with TCR activation of OT-1 cells (Fig. 5a). 

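Genes of NK cell receptors and functions moved in both directions in T cells exposed to macrophages and CT2A-TRP2-β2mKO cells. Of 34 measured genes of this list, 10 were higher than in OT-1 cells alone, 5 were lower and 19 did not pass the test (11 higher and 5 lower when adjusted over the list alone). Klrc2, which encodes the activating receptor NKG2C, rose by a log2 fold change of 1.66 (standard error 0.08, n = 3 per group, adjusted p = 5.49e-05 from limma). Slamf6, a receptor of the SLAM family, rose by 1.86 (standard error 0.22, adjusted p = 0.00417). Klrb1c, which encodes NK1.1, fell by 2.15 (standard error 0.41, adjusted p = 0.046), and Il12rb1, a chain of the IL-12 receptor, fell by 1.31 (standard error 0.09, adjusted p = 3.53e-04). The call for Klrb1c ended in 9 of 20 alternative settings, most of them fits that left out a sample, and that for Slamf6 in 3. The mean level of Slamf6 in OT-1 alone, 5.73, lies under the floor of 100 normalized counts, chosen after the values were seen, which lowered its rise to 0.95 and kept the call. The mean level of Klrb1c with macrophages and tumor, 5.17, lies within the median levels of marker genes of macrophages, tumor cells, B cells, dendritic cells and neutrophils in these samples (4.11 to 5.28). The list's median log2 fold change was 0.47, while camera, which sets it against the other genes, ran toward lower values without passing (adjusted p = 0.932). Fry ran toward higher values without passing (adjusted p = 0.0696).

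With macrophages and no tumor cells, 8 genes of the list were higher than in OT-1 alone and 6 were lower, with equal counts when adjusted over the list alone (camera adjusted p = 0.685). Klrc2 rose 2.82-fold and Slamf6 by 2.06 on the log2 scale there, and Il12rb1 fell by 1.59. When both co-cultures were compared directly, 1 gene of the 34 passed, also when adjusted over the list alone (camera adjusted p = 0.636). It was Il12rb2, the other chain of the IL-12 receptor, which was higher with tumor by 1.01 (standard error 0.09, adjusted p = 0.00509). That call ended in 4 of 20 settings.

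Of 24 T cell activation genes, 14 rose and 1 fell with macrophages and tumor against OT-1 alone, also when adjusted over the list alone. The list as a whole was higher (camera adjusted p = 0.00482), a call lost at adjusted p = 0.289 with an estimated correlation. With macrophages and no tumor cells, 12 rose and 1 fell (13 and 1 when adjusted over the list alone), and the list was again higher (adjusted p = 0.00845, and adjusted p = 0.397 with an estimated correlation). Centring on the median ended that call too (adjusted p = 0.0966, the highest in a range from 0.00105). Between the co-cultures, Tnfrsf18 was higher with tumor by 0.68 and Tnfsf14 was lower, at −0.69 (2 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.636), calls that ended in 13 of 20 settings each. Of 16 genes of T cell identity and the TCR complex, 7 rose with macrophages and tumor, Cd5 by 1.17 and Cd8a by 0.90 among them, and none fell (9 and 1 when adjusted over the list alone, camera adjusted p = 0.365). With macrophages, 5 of these rose and 3 fell (6 and 3 when adjusted over the list alone, camera adjusted p = 0.991). Directly compared, the identity list was higher with tumor (camera adjusted p = 0.0132, and adjusted p = 0.386 with an estimated correlation), although no single member passed and 2 did when adjusted over the list alone. That call also ended without macrophage replicate 2 (adjusted p = 0.432, in a range of 0.00282 to 0.922 over the settings).

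The list written as naive and memory-like T cell genes had the smallest p of the 24 lists between the co-cultures. It holds Ikzf2, which also stands in the list of cytokine signalling brakes, so the name need not describe each member. Of 8 measured, 4 were higher with tumor than with macrophages and none was lower (5 higher when adjusted over the list alone). Among them were Ccr7, the lymph node homing receptor, by 1.66 (standard error 0.15, adjusted p = 0.00509), Ikzf2 by 1.16 and the IL-7 receptor gene Il7r by 0.96, calls that ended in 4, 3 and 3 of 20 settings. Camera gave adjusted p = 6.59e-06, and adjusted p = 0.209 with an estimated correlation. Against OT-1 alone, 5 of the 8 rose with macrophages and tumor (adjusted p = 0.0305, and adjusted p = 0.469 with an estimated correlation; 5 higher and 1 lower when adjusted over the list alone), with Ccr7 at 3.71 and Ikzf2 at 2.95 among them. The list's call against OT-1 alone ended without macrophage replicate 2 (adjusted p = 0.210, in a range of 0.00550 to 0.230). With macrophages, 4 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 0.518).

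Over all 750 genes, 109 were higher and 29 lower with macrophages and tumor than in OT-1 alone, 89 higher and 49 lower with macrophages, and 20 higher and 4 lower with tumor in the direct comparison. At an unadjusted p under 0.05 the totals were 269, 336 and 157. Groups did not overlap for 428 (57.1%), 398 (53.1%) and 187 (24.9%) genes, where chance gives 10%. The median of all genes shifted by 0.40, 0.66 and −0.115 on the log2 scale in these comparisons, and by 0.40, 0.20 and 0.17 without macrophage replicate 2. Counts were scaled by 0.681, 0.712 and 1.13 in OT-1 alone and by 1.05, 1.15 and 1.36 with macrophages and tumor. Background counts scaled by unlike factors can therefore enter the shift of 0.40 and the rises of genes at low levels. They were not told apart from expression. Centring each sample on its median left 13 higher and 15 lower, 7 and 30, and 0 and 0, where the methods' t-test, which the paper's statistics section names in general and its RNA methods do not name for this step, gave 136 genes at an unadjusted p under 0.05 in the last comparison, 38 after Benjamini-Hochberg and 0 after Benjamini-Yekutieli. Quantile normalization gave 72 and 68, 68 and 68, and 16 and 9, and leaving out macrophage replicate 2 gave 175 and 48, 100 and 70, and 29 and 5. From the gene set scores of both co-cultures against OT-1 alone (Fig. 5a), the paper states that NK and T cell function genes increased on exposure to the tumor cells and not with TCR activation alone, and it then examines the genes within each set.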

Within the T cell function gene set, differentially expressed genes included those encoding activation markers but not receptors involved in direct contact-mediated cytotoxicity (Extended Data Fig. 4a). 

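Most T cell activation genes rose in T cells given macrophages and tumor. Against OT-1 alone, the cytokine gene Ifng rose by a log2 fold change of 2.27 (standard error 0.20, n = 3 per group, adjusted p = 9.68e-04 from limma), and Tnfsf11, which encodes RANKL, rose by 1.98 (standard error 0.08, adjusted p = 3.46e-05). The surface molecule gene Cd83 rose by 2.06, the co-stimulatory receptor gene Cd27 by 1.69 and the early response gene Egr1 by 1.63. Il2ra, the IL-2 receptor α chain, was the activation gene that fell, by 0.65 (adjusted p = 0.0227), and it is named after its value was seen. The calls for Cd83 and Il2ra ended in 8 and 9 of 20 alternative settings.

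Genes of inhibitory receptors and their ligands moved in both directions. Ctla4 rose by 1.83, Pdcd1 (PD-1) by 1.81, Lag3 by 1.74 and Tigit by 1.67, with all 3 samples above all 3 of OT-1 alone for each. Havcr2 (TIM-3), Cd160, Cd274 (PD-L1) and Btla did not pass, at −0.11, 0.22, 0.08 and 1.11 (adjusted p from 0.132 to 1), and Cd244 was lower. The call for the list as a whole was lost with an estimated correlation (adjusted p = 0.289). Ctla4 had a log2 fold change of 0.12 with macrophages and no tumor cells (adjusted p = 1), and in the direct comparison of the co-cultures it was higher with tumor by 1.71 (standard error 0.09, adjusted p = 0.00154). Pdcd1 rose by 0.99 with macrophages and was higher with tumor by 0.82 (adjusted p = 0.0176), a call that ended in 11 of 20 settings, as that for Ctla4 did in 3.

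Of 11 cytotoxic effector genes, 3 rose (Ifng, Tnfsf10 and the perforin gene Prf1, 2.46-fold) and 2 fell (the granzyme A gene Gzma, by 1.58, and the lymphotoxin gene Lta, by 1.66) with macrophages and tumor against OT-1 alone, also when adjusted over the list alone. Camera ran toward lower values without passing (adjusted p = 0.063). Of 11 effector transcription factor and receptor genes, 3 rose and 4 fell (3 and 5 when adjusted over the list alone), and the list was lower (camera adjusted p = 0.00482, and adjusted p = 0.268 with an estimated correlation). The chemokine receptor gene Ccr2 had a log2 fold change of −1.90, and Cxcr3 and the transcription factor gene Eomes fell by 1.10 and 0.60, while the fractalkine receptor gene Cx3cr1 rose 4.29-fold.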

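TRAIL, a death ligand of the TNF family, is encoded by Tnfsf10. Its mean level was 11.57 ± 0.01 (SD, n = 3) on the log2 scale in T cells co-cultured with macrophages and CT2A-TRP2-β2mKO cells, 11.74 ± 0.16 with macrophages and 10.99 ± 0.06 in OT-1 alone. Tnfsf10 rose against OT-1 alone in both co-cultures, by 0.58 with tumor (standard error 0.10, adjusted p = 0.0223 from limma) and by 0.76 with macrophages (adjusted p = 0.00639). All 3 samples of either co-culture lay above all 3 of OT-1 alone (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Between the co-cultures the log2 difference was −0.18 (95% interval −0.40 to 0.05, adjusted p = 1). The call with tumor ended in 10 of 20 alternative settings, among them centring on the median (0.07), quantile normalization (0.24) and 7 of the fits that left out a sample (0.56 to 0.62, with adjusted p up to 0.133), and the call with macrophages ended in 3.

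Of 20 apoptosis genes, 3 rose and 1 fell with macrophages and tumor (3 and 2 when adjusted over the list alone), and the list did not pass as a whole (camera adjusted p = 0.128). Besides Tnfsf10, the genes that rose were Tnfaip3, which encodes the NF-κB inhibitor A20, by 2.62, and Xaf1, an antagonist of XIAP, by 1.12. The adaptor gene Traf3 fell by 0.64, a call that ended in 8 of 20 settings. With macrophages, 3 apoptosis genes rose and 3 fell (4 and 6 when adjusted over the list alone, camera adjusted p = 0.113). Between the co-cultures Tnfaip3 passed, higher with tumor by 1.27, also when adjusted over the list alone (camera adjusted p = 0.531 for the list), and its call ended in 3 of 20 settings.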

Notably, in the apoptosis gene set, expression of *Tnfsf10*, which encodes the TNF-related apoptosis-inducing ligand (TRAIL), was slightly increased (log_2_ (fold change) = 0.562, adjusted *P* value = 0.0262) (Extended Data Fig. 4b). Therefore, given its known role in contact-dependent T cell cytotoxicity, we investigated whether TRAIL might be involved in killing MHC-I-negative tumors in vitro. However, blocking TRAIL did not significantly reduce T cell-mediated in vitro cytotoxicity directed against either MHC-I-positive or MHC-I-negative tumors (Extended Data Fig. 4c).

**Fig. 5:**
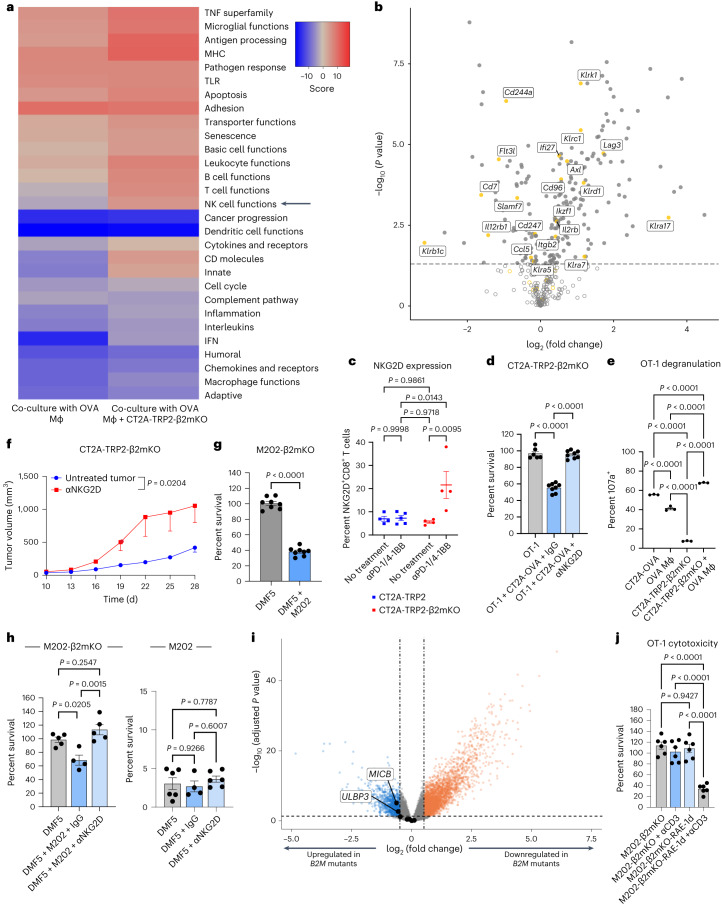
NKG2D on activated CD8^+^ T cells mediates killing of MHC-I-negative tumor cells in both murine and human tumor models. **a**, Gene set pathway analysis of RNA expression by OT-1 CD8^+^ T cells co-cultured with either OVA-pulsed macrophages alone or in conjunction with CT2A-TRP2-β2mKO cells, compared to OT-1 cells cultured alone (*n* = 3 co-cultures per group). Red, increased expression of pathway genes; blue, reduced expression. TLR, Toll-like receptor. **b**, Differential expression analysis of NK cell function genes between OT-1 cells cultured alone or co-cultured with OVA-pulsed macrophages and CT2A-TRP2-β2mKO cells. *P* values were adjusted for multiple testing (Methods). The horizontal dashed line is at an adjusted *P* value of 0.05. **c**, Percent of NKG2D^+^CD8^+^ T cells in tumors of mice bearing CT2A-TRP2 tumors treated with αPD-1/4-1BB (*n* = 5) or PBS (*n* = 4) or mice bearing CT2A-TRP2-β2mKO tumors and treated with αPD-1/4-1BB (*n* = 4) or PBS (*n* = 4). **d**, Percent survival of CT2A-TRP2-β2mKO cells co-cultured with OT-1 cells alone (*n* = 6 co-cultures) or in combination with CT2A-OVA glioma cells and either an immunoglobulin G (IgG) control (*n* = 8 co-cultures) or an NKG2D-blocking antibody (αNKG2D, *n* = 8 co-cultures). **e**, Percent of 107a^+^ OT-1 T cells co-cultured for 6 h with OVA-pulsed macrophages and MHC-I-positive or MHC-I-negative tumor cells assessed by flow cytometry (*n* = 3 co-cultures per group). **f**, Subcutaneous tumor growth of CT2A-TRP2-β2mKO tumors in C57BL/6 mice treated with either anti-NKG2D antibody or the PBS vehicle control (*n* = 8 per group). **g**, Survival of M202-β2mKO cells co-cultured with MART-1-specific DMF5 transduced T cells (DMF5) ± MART-1 stimulation provided by MHC-I-positive M202 tumor cells at a 1:1 effector:target ratio (*n* = 8 co-cultures per group). **h**, Survival of M202 cells in co-culture with either DMF5 T cells alone (*n* = 5 co-cultures) or with either the IgG isotype control (*n* = 4 co-cultures) or anti-NKG2D antibody (*n* = 5 co-cultures) (left) or M202-β2mKO cells (*n* = 6, *n* = 4, *n* = 6 co-cultures, respectively) (right) at a 1:1 effector:target ratio. **i**, Differential gene expression of PanCanAtlas (TCGA) samples with *B2M* mutations (*n* = 132) compared to 200 *B2M*-wild-type PanCanAtlas samples; dataset *P* values were adjusted for multiple testing (Methods). **j**, Percent survival of M202-β2mKO or M202-β2mKO-RAE-1d cells co-cultured with OT-1 cells with or without activating anti-CD3 antibody at a 1:1 effector:target ratio (*n* = 6 co-cultures per group). Growth curves in **f** were compared with two-way ANOVA. *P* values were determined using two-way ANOVA with Tukey’s multiple-comparison test for **c**, by one-way ANOVA with Tukey’s multiple-comparison test for **d**, **e**, **h** and **j** and by two-tailed, unpaired Student’s *t*-test for **g**. Experiments in **d**–**h** and **j** were repeated independently two times with similar results. Data in **c**–**h** and **j** are shown as mean ± s.e.m. Source data

Within the NK cell function gene set, expression of *Klrk1*, which encodes the cytotoxic receptor NKG2D, was especially prominent in OT-1 cells exposed to CT2A-TRP2-β2mKO cells (Fig. 5b, log_2_ (fold change) = 1.1, adjusted *P* value = 3.25 × 10^−5^). 

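Klrk1 stood higher in both co-cultures than in OT-1 alone. Its mean level was 12.64 ± 0.01 (SD, n = 3) on the log2 scale in OT-1 alone, 13.67 ± 0.08 with macrophages and 13.76 ± 0.03 with macrophages and CT2A-TRP2-β2mKO cells. With macrophages and tumor it rose by a log2 fold change of 1.12 against OT-1 alone (standard error 0.07, adjusted p = 2.01e-04 from limma), or 2.18-fold, with all 3 samples above all 3 of OT-1 alone (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With macrophages and no tumor cells it rose by 1.03 (adjusted p = 3.68e-04). The difference between the co-cultures was 0.10 (95% interval −0.07 to 0.26, adjusted p = 1).

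**Figure D1:**
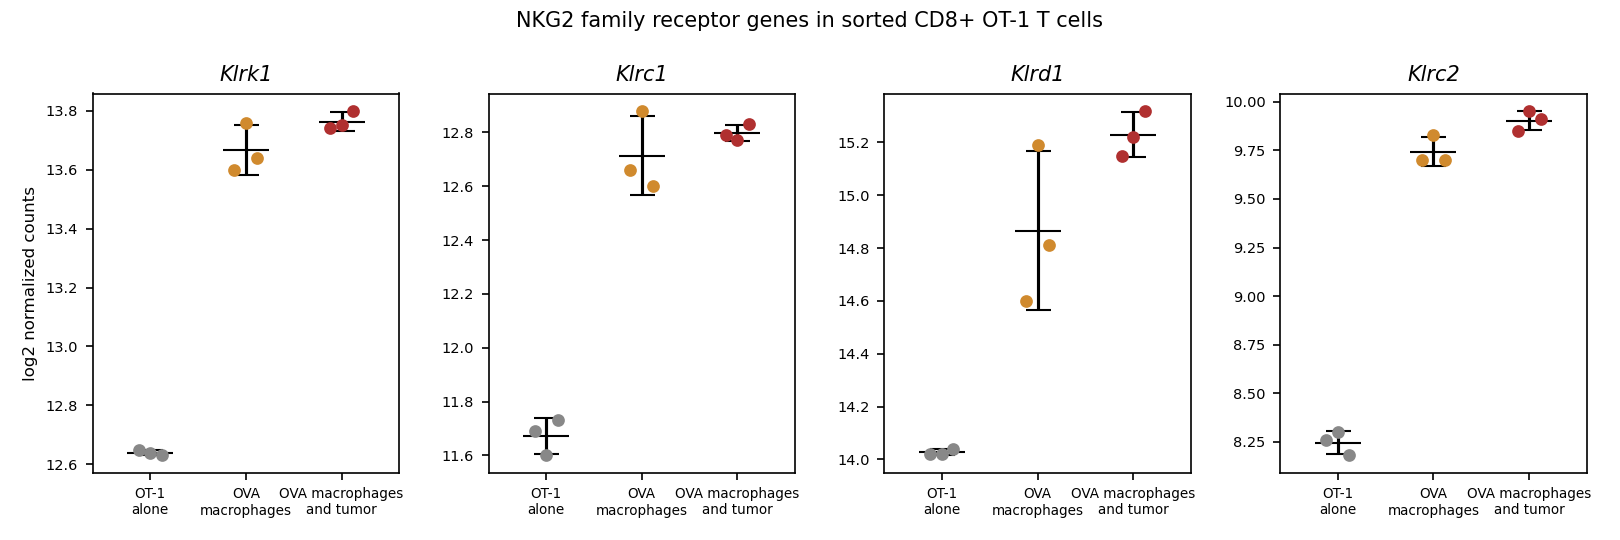
Log2 normalized counts of Klrk1, Klrc1, Klrd1 and Klrc2 in OT-1 cells alone, with OVA macrophages, and with OVA macrophages and tumor. Points are samples, the wide bar is the mean and the error bar is the SD (n = 3). In each panel every co-culture sample lies above every sample of OT-1 alone, and for Klrk1 the means of the co-cultures are 13.67 and 13.76.

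Other genes of the NK cell list differed in direction. Klrd1, which encodes CD94, the partner chain of the NKG2A and NKG2C receptors, rose to a mean level of 15.23 ± 0.09 (SD, n = 3) with macrophages and tumor, from 14.03 ± 0.01 (SD, n = 3) in OT-1 alone. Hcst, which encodes DAP10, the adaptor through which NKG2D signals, had a log2 fold change of −0.16 (95% interval −0.66 to 0.34, adjusted p = 1). Klra17, a gene of the Ly49 family, rose by 2.13 (standard error 0.40, adjusted p = 0.0405), and Flt3l and Cd244 fell by 1.08 and 0.89. Centring on the median ended the calls for Klrk1 (0.61, adjusted p = 1, where the adjusted p ranged from 7.47e-10 to 1 over 20 settings) and Klrd1. The medians subtracted averaged 6.165 in OT-1 alone and 6.675 with macrophages and tumor, far under the level of Klrk1. They therefore follow genes of low level, where depth weighs most. The call for Klra17 ended in 11 of 20 settings. Its mean level in OT-1 alone, 4.91, is near the median levels of marker genes of macrophages, tumor cells, B cells, dendritic cells and neutrophils there (4.14 to 4.67).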

NKG2D is an activating receptor traditionally associated with cytotoxic function in NK cells, although it is also expressed on activated CD8^+^ T cells for which its role has mainly been described as co-stimulatory^18–21^. In mice, the ligands for NKG2D are the β2m-independent non-classical MHC-I molecules RAE-1, H60 and MULT-1 (ref. ^18^). Unlike classical MHC-I, which is expressed on all nucleated cells, non-classical MHC-I expression is generally induced by stress and is upregulated on tumor cells^20,22,23^. The expression of non-classical MHC-I on tumor cells has been shown to be further upregulated following exposure to chemotherapy or ionizing radiation^24^.

Similarly, following TCR activation, engagement of the NKG2D receptor by its ligands on a target cell activates cytotoxic effector functions in the NKG2D^+^ cell, including the release of cytotoxic granules and expression of Fas ligand (FasL)^25–29^. NKG2D effector functions in CD8^+^ T cells, specifically, appear to be dependent on concurrent TCR activation to limit effector activity to appropriate surrounding targets^27,30^. In murine CD8^+^ T cells, NKG2D expression is upregulated in response to TCR activation (Extended Data Fig. 4d). As CD8^+^ T cell-mediated killing of MHC-I-negative tumors in our models was likewise dependent on TCR activation but did not require antigen-cognate interactions between T cells and tumor cells, we hypothesized that NKG2D might be an important contributor to the tumoricidal mechanism. To initially assess this, we began by examining NKG2D expression on T cells in our models. Accordingly, we examined differences in NKG2D expression on CD8^+^ T cells infiltrating either CT2A-TRP2 or CT2A-TRP2-β2mKO gliomas in untreated mice or in mice treated with αPD-1/4-1BB. NKG2D levels proved significantly higher on CD8^+^ T cells infiltrating treated MHC-I-negative CT2A-TRP2-β2mKO tumors than on either treated MHC-I-positive tumors or untreated tumors (Fig. 5c). Detecting such increased levels of NKG2D on T cells, we conversely examined two of our MHC-I-negative tumor lines for the presence of the relevant NKG2DLs. The CT2A-TRP2-β2mKO line was found to highly express the non-classical MHC-I molecules RAE-1 and MULT-1, findings that were recapitulated with the additional glioma line GL261-OVA-β2mKO (Extended Data Fig. 4e,f).

To examine the functional contribution of NKG2D to CD8^+^ T cell killing of MHC-I-negative tumors, we repeated our prior in vitro tumor cytotoxicity studies, this time in the presence or absence of NKG2D-blocking antibody. OT-1 T cells were again cultured with OVA-negative, MHC-I-negative CT2A-TRP2-β2mKO tumor cells, although, for these experiments, we used CT2A-OVA cells as the source of OVA antigen presentation and OT-1 TCR activation. As with our previous results, OT-1 T cells successfully killed CT2A-TRP2-β2mKO tumors, but only when an OVA-presenting cell was likewise present (Fig. 5d). Killing of CT2A-TRP2-β2mKO cells, however, was completely abrogated in the presence of anti-NKG2D-blocking antibody (Fig. 5d). The use of a CT2A-OVA tumor as a source of OVA TCR stimulation also permitted us to evaluate the impact of anti-NKG2D therapy on concomitant killing of MHC-I-positive tumor cells. No such impact was seen, as CT2A-OVA cells were readily killed under either condition (Extended Data Fig. 4g).

The downstream cytotoxic effectors of NKG2D signaling can include granzymes, perforin and FasL^29,31^, raising the question as to which of these might be mediating MHC-I-negative tumor cell killing in our system. Our expression analysis data revealed an increase in granzyme B and FasL expression (Extended Data Fig. 4h,i) in TCR-activated T cells exposed to MHC-I-negative tumors, suggesting that degranulation may play a role in the tumoricidal mechanism. Indeed, degranulation by OT-1 T cells was increased in the presence of MHC-I-negative tumor cells and cognate antigen-loaded macrophages as compared with that with macrophages alone (Fig. 5e). 

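Gzmb and Fasl, which encode granzyme B and Fas ligand, stood higher with macrophages and tumor than with macrophages in all samples, by amounts that did not pass the test across all genes. The mean level of Gzmb was 13.72 ± 0.35 (SD, n = 3) on the log2 scale with tumor, 12.75 ± 0.17 with macrophages and 14.07 ± 0.03 in OT-1 alone. The difference between the co-cultures was 0.97 (standard error 0.18, adjusted p = 0.117 from limma), and all 3 samples with tumor lay above all 3 without (two-sided exact permutation test, p = 0.1, the smallest possible). The mean level of Fasl was 9.71 ± 0.10 with tumor, 9.43 ± 0.06 with macrophages and 9.81 ± 0.03 in OT-1 alone (SD, n = 3), a difference of 0.28 between the co-cultures (standard error 0.08, adjusted p = 0.62), again with no overlap of the samples. Gzma, which encodes granzyme A, was higher with tumor by 0.80 (standard error 0.10, adjusted p = 0.0235), and the perforin gene Prf1 differed by 0.41 (adjusted p = 1).

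**Figure D2:**
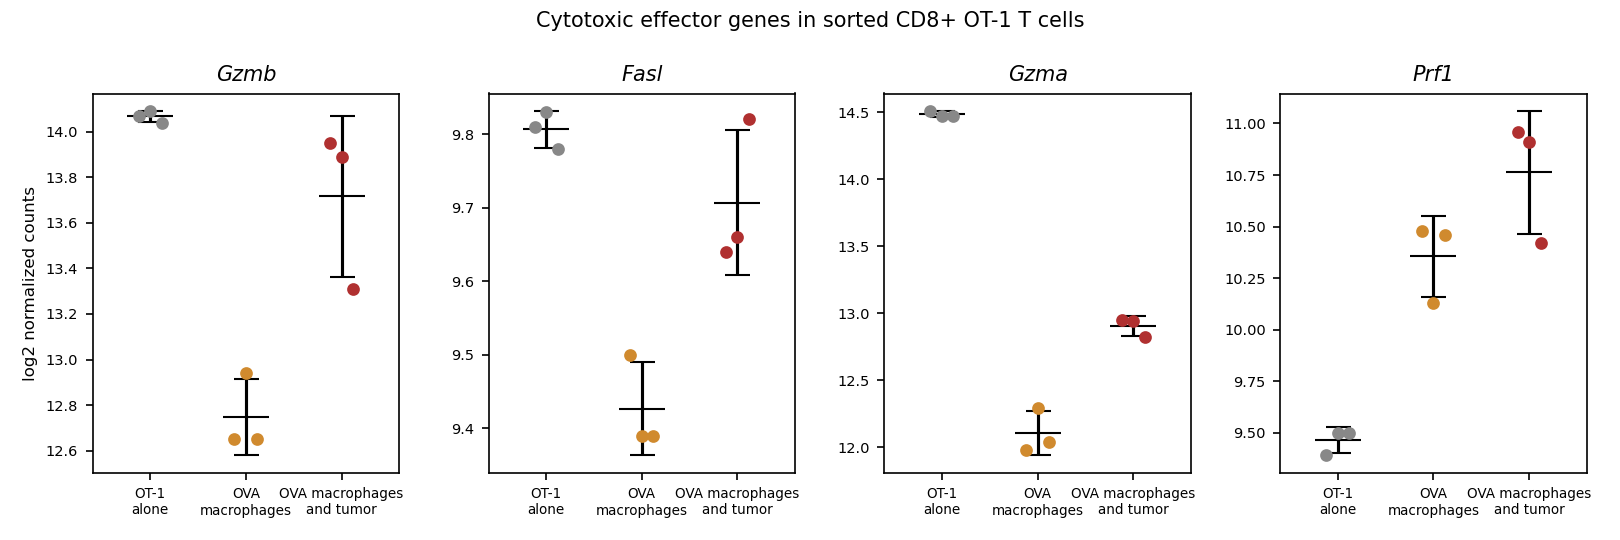
Log2 normalized counts of Gzmb, Fasl, Gzma and Prf1 in OT-1 cells alone, with OVA macrophages, and with OVA macrophages and tumor. Points are samples, the wide bar is the mean and the error bar is the SD (n = 3). Gzmb, Fasl and Gzma are lowest with macrophages, with means of 12.75, 9.43 and 12.10, and Prf1 is lowest in OT-1 alone.

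Against OT-1 alone, Gzmb fell by 1.32 with macrophages (adjusted p = 0.00919, a call that ended in 3 of 20 settings) and had a log2 fold change of −0.35 with macrophages and tumor (adjusted p = 1). Gzma fell by 2.38 with macrophages, and Fasl had a log2 fold change of −0.38 there (adjusted p = 0.0666). Of the 11 cytotoxic effector genes, Gzma was the 1 that passed in the direct comparison (2 higher when adjusted over the list alone, camera adjusted p = 0.335). With macrophages against OT-1 alone, 3 rose and 3 fell (3 and 6 when adjusted over the list alone, camera adjusted p = 0.0599). Gzmb passed the direct comparison in 4 of 20 settings and Fasl in 0, and the call for Gzma ended in 13, with adjusted p from 3.55e-06 to 1.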

Given the results of prior studies^32–34^, we additionally specifically tested the role of FasL–Fas interactions. FasL expression on tumor-infiltrating CD8^+^ T cells was increased in response to immunotherapy but was not significantly different across CD8^+^ T cells isolated from MHC-I-positive versus MHC-I-negative tumors (Extended Data Fig. 4j–l). Additionally, in vitro, antigen-negative Fas receptor-KO (FasKO) melanomas were still susceptible to killing by TCR-activated CD8^+^ T cells (Extended Data Fig. 5a), suggesting that FasL–Fas interactions are not critical for the tumoricidal mechanism.

To determine whether blocking NKG2D might similarly abrogate killing of MHC-I-negative tumors in vivo, we subcutaneously implanted CT2A-TRP2-β2mKO tumors into C57BL/6 mice and treated them with anti-NKG2D antibody or a vehicle control. Mice treated with anti-NKG2D antibody exhibited a significantly increased rate of tumor growth, akin to that seen in our in vitro models (Fig. 5f). To additionally assess the impact of NKG2D blockade on a more potent mode of tumor killing involving immunotherapy, we used ICB-responsive B16-F10 melanomas treated concomitantly with αPD-1/4-1BB. Administering anti-NKG2D antibody reduced the efficacy (although not significantly, *P* = 0.073) of αPD-1/4-1BB in these tumors, increasing the rate of tumor growth (Extended Data Fig. 5b).

Having examined the role of NKG2D both in vitro and in vivo in mice, the question remained as to whether similar mechanisms for killing of MHC-I-negative tumors might be at play in human cancers. To address the translational relevance, we performed in vitro cytotoxicity experiments using the M202 human melanoma line (human leukocyte antigen (HLA)-A*0201), which expresses the MART-1 tumor-associated antigen, or an MHC-I-negative *B2M*-KO version of the same cells (M202-β2mKO). Tumors were co-cultured with DMF5 TCR-transduced human T cells (DMF5 T cells), which recognize MART-1 presented in the context of HLA-A*0201 (refs. ^35–37^). Similar to our murine experiments, DMF5 T cells alone efficiently killed MHC-I-positive M202 cells but failed to kill M202-β2mKO cells unless undergoing concurrent MART-1 TCR stimulation or non-specific TCR stimulation with anti-CD3 antibody (Fig. 5g and Extended Data Fig. 5c,d). Sham-transduced human CD8^+^ T cells failed to kill either M202 or M202-β2mKO cells in vitro (Extended Data Fig. 5e). Furthermore, the addition of anti-NKG2D antibody entirely abrogated killing of MHC-I-negative M202-β2mKO cells but had no effect on the killing efficiency of MHC-I-positive M202 cells (Fig. 5h). These data suggest that NKG2D-mediated T cell killing of MHC-I-negative tumors is pertinent to and persists amid human cancer.

We next stained M202-β2mKO cells for expression of human NKG2DLs and found that they expressed high levels of MICA, MICB, ULBP3 and ULBP1, with each being more highly expressed on M202-β2mKO cells than on parental MHC-I-positive M202 cells (Extended Data Fig. 5f). We therefore assessed NKG2DL expression in human β2m-mutant tumors using The Cancer Genome Atlas (TCGA) PanCanAtlas dataset. Differential expression analysis demonstrated significantly higher expression of NKG2DLs MICB and ULBP3 in *B2M* mutants than in human *B2M*-wild-type tumors (Fig. 5i). Higher expression of NKG2DLs MICA and MICB was also recently demonstrated in the setting of *B2M*-mutant mismatch repair-deficient colon, stomach and uterine cancers^38^. Thus, MHC-loss variant tumor cells would appear to be more susceptible to NKG2D-mediated recognition.

The question remained, then, as to whether simply furnishing a cell with NKG2DL would be sufficient to mediate its MHC-I-independent killing by CD8^+^ T cells. To assess this, we engineered a human *B2M*-KO melanoma line (M202-β2mKO) to express the mouse NKG2DL RAE-1d (Extended Data Fig. 5g). Human tumor cells were used, as there is no baseline level of murine NKG2DL expression. Allogeneic reactivity was rendered irrelevant by the absence of MHC-I (Fig. 5j). As expected, even following TCR activation by anti-CD3 therapy, murine OT-1 T cells remained unable to kill untransfected MHC-I-negative human cells (Fig. 5j). Notably, however, murine OT-1 T cells readily killed human M202-β2mKO melanoma cells engineered to express murine RAE-1d (Fig. 5j). These data, in turn, raised the question as to how tumor specificity might be maintained in the microenvironment, if NKG2DL expression is sufficient to mediate antigen-indiscriminate killing. To further evaluate risk to non-tumor cells, we performed cytotoxicity experiments using primary mouse fibroblasts (exposed to MHC-replete tumor cells to simulate the tumor environment) and observed these cells to be significantly less susceptible to killing than MHC-I-negative tumor cells placed under the same conditions (Extended Data Fig. 5h). Accordingly, primary fibroblasts were found to also express significantly lower levels of RAE-1d than CT2A-TRP2-β2mKO cells and had no expression of MULT-1 (Extended Data Fig. 5i). These data suggest that the higher levels of NKGD2L observed on β2m-mutant and β2mKO tumors make them more susceptible to NKG2D-mediated CD8^+^ T cell killing, while lower NKGD2L levels on surrounding normal tissues may be protective against this antigen-indiscriminate cytotoxicity mechanism.

## Discussion

Traditional models of anti-tumor immunity have centered on tumor cell killing as a function of CD8^+^ T cell recognition of cognate antigen presented exclusively in the context of tumor cell MHC-I molecules^1,2,9,39^. Here, we report an alternate T cell mechanism for tumor cytotoxicity that depends neither on tumor antigen nor on tumor MHC-I expression. This mechanism is particularly active and effective against MHC-I-loss variants and is mediated instead by T cell NKG2D engagement of non-classical MHC-I (NKG2DLs) on tumor cells in an antigen-independent and indiscriminate fashion. Subsequent tumor cell killing depends on prior TCR-mediated T cell activation (even if by an ultimately tumor-irrelevant antigen), meaning that adaptive priming is then paired with subsequent innate killing^40^. Cell killing itself appears to involve cytotoxic degranulation with granzyme and perforin. This mechanism remains active in tumors containing a mixture of MHC-I-replete and MHC-I-deficient cells, where TCR activation can seemingly be provided by either MHC-I-replete tumor cells or adjacent myeloid APCs. Likewise, the mechanism extrapolates to human tumors and T cells, suggesting clinically relevant findings.

Our findings call into question the conventional notion that tumor downregulation of MHC-I necessarily represents an effective mode of immune escape^41–43^. Results from recent clinical studies appear to corroborate that such notions may indeed be faulty^11,44–48^. Within glioblastoma alone, for instance, two separate studies gathering single-cell RNA sequencing data from human tumors have found *B2M* expression to be inversely correlated with survival^11,48^. Likewise, additional studies have implied that MHC-I loss does not necessarily render tumor cells invulnerable to CD8^+^ T cell-dependent immunotherapies, including ICB^10,49^. The perception of MHC-I loss as a means of cancer immune escape, then, is perhaps best described as controversial.

While some studies to date have indeed highlighted a possible prognostic benefit to tumor MHC-I loss, these have often attributed such benefit to a sudden conferred susceptibility to NK cell-mediated killing^10,44,47^. Strikingly, however, we demonstrate that NK cells are not required for the efficacy of an ICB-involving regimen employed against MHC-I-negative tumors. Additionally, while recent studies have found γδ T cells to be effectors against MHC-I-negative tumors, we have shown that this function extends to CD8^+^ T cells, a particular surprise given the previously held requirements of CD8^+^ T cell-mediated killing for MHC-I^38^. By stark contrast, we find that CD8^+^ T cells are indeed required to maintain immunotherapeutic efficacy against MHC-I-negative tumors, despite the absence of a traditional T cell killing mechanism.

An interesting facet of our data is the apparent antigen independence of the described T cell killing mechanism. While CD8^+^ T cell cytotoxicity in our studies required relatively concurrent TCR activation, subsequent TCR-mediated recognition of tumor cells was not required. Therefore, tumor cells lacking MHC-I need not be present or even express the same antigen that was enlisted for T cell activation. Instead, only tumor expression of NKG2DL was required (and sufficient), and tumor cells lacking MHC-I appeared to have increased expression of these ligands, leaving them more susceptible to this mode of cell killing. The implication, however, is that T cells specific for irrelevant antigens need only be activated in the vicinity of tumors lacking MHC-I but possessing NKG2DLs to effect a cytotoxic response. In this manner, polyclonally or agnostically activated T cells can become potential effectors in this cytotoxicity model.

As target NKG2DL expression proved sufficient to mediate T cell killing, the concern arises for how tumor specificity (and self-tolerance) might be maintained within the TME in the face of antigen-indiscriminate cytotoxicity. The requirements for relatively concomitant adaptive T cell priming, higher expression of NKG2DL on MHC-I-negative tumors and relatively low levels of NKG2DL on neighboring healthy cells all may provide a modicum of tumor selectivity and protection. Additionally, and interestingly, CD8^+^ T cells co-cultured with MHC-I-negative tumor cells and cognate antigen-loaded macrophages upregulated the inhibitory receptor NKG2A (*Klrc1*) (Fig. 5b), which binds to β2m-dependent Qa-1 (HLA-E in humans)^50,51^. 

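Klrc1 rose in both co-cultures against OT-1 alone. Its mean level was 11.67 ± 0.07 (SD, n = 3) on the log2 scale in OT-1 alone, 12.71 ± 0.15 with macrophages and 12.80 ± 0.03 with macrophages and CT2A-TRP2-β2mKO cells. The log2 fold change was 1.12 with macrophages and tumor (standard error 0.09, adjusted p = 7.16e-04 from limma) and 1.04 with macrophages (adjusted p = 0.00128). Between the co-cultures it was 0.08 (95% interval −0.14 to 0.30, adjusted p = 1). H2-T23, which encodes Qa-1, the ligand of NKG2A, rose in the T cells themselves by 0.87 with macrophages and tumor (standard error 0.06, adjusted p = 3.91e-04). Centring on the median ended the calls for Klrc1 and H2-T23 with tumor against OT-1 alone (0.61 and 0.36).

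Of 12 genes of inhibitory receptors and their ligands, 7 rose and 1 fell with macrophages and tumor against OT-1 alone (8 and 1 when adjusted over the list alone). The list as a whole was higher (camera adjusted p = 0.0282, and adjusted p = 0.289 with an estimated correlation), a call that ended without macrophage replicate 2 as well (adjusted p = 0.107, in a range of 0.00721 to 0.135). Besides Klrc1, Cd96, a receptor of nectin-like ligands, rose by 0.58 and Pdcd1lg2, which encodes PD-L2, a ligand of PD-1 and no receptor, by 0.83, calls that ended in 6 and 7 of 20 settings. With macrophages, 6 rose and 2 fell (7 and 2 when adjusted over the list alone, camera adjusted p = 0.351). Set against each other, the co-cultures differed in 2 of these genes, both higher with tumor (4 higher when adjusted over the list alone), with camera at adjusted p = 0.0168, and adjusted p = 0.209 with an estimated correlation. Without macrophage replicate 2 the list did not pass (adjusted p = 0.128, in a range of 0.00856 to 0.611).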

While Qdm or Qa-1 is not present in our β2mKO tumor models, concurrent upregulation of inhibitory receptors on T cells may further constrain this mechanism from affecting healthy non-tumor cells within the TME, should they express the relevant ligands.

These findings, while surprising, are perhaps not entirely without precedent. While the role of NKG2D in CD8^+^ T cells has mainly been described as co-stimulatory^18–21^, it has previously been shown that NKG2D receptor–ligand interactions can lead to the formation of immunologic synapses between T cells and target cells in an antigen-independent manner^19^. Our findings of a contact-dependent cytotoxicity mechanism with evidence of degranulation support this notion of immunologic synapse formation by NKG2D in an antigen-independent manner.

Interestingly, Upadhyay et al. recently described a bystander killing phenomenon by chimeric antigen receptor T cells in the context of mixed antigen-positive and antigen-negative tumors^32^. While chimeric antigen receptor T cells act in an MHC-independent fashion regardless, the authors also reported the ability of endogenous bystander T cells to kill a mixed MHC-I-positive and MHC-I-negative tumor in vitro, in a seemingly Fas-dependent fashion. Direct activation of the TCR was required and was provided by MHC-replete tumor cells. While we uncovered a similar phenomenon, we also show that TCR stimulation can come from non-tumor sources (that is, myeloid cells) and is thus sufficient to mediate killing of tumors entirely devoid of MHC-I. Our findings are further contrasted, as we additionally highlight a role for NKG2D in mediating tumor cell recognition and killing, a mechanism that persists when Fas is absent. We instead suggest a role for perforin and granzyme in mediating tumor cell killing following NKG2D-based tumor recognition.

Here, we characterize an MHC-I- and antigen-independent CD8^+^ T cell mechanism for tumor cell killing that is seen consistently in vivo as well as in human tumor cells. We demonstrate that CD8^+^ T cell-dependent immunotherapies can indeed remain effective against tumors, even when uniformly lacking MHC-I. Further investigations into the role of NKG2D and NKG2DLs in mediating tumor immunotherapeutic susceptibility as well as into other potential therapeutic implications for these findings are warranted.

## Methods

### Ethics statement

The research performed in this study complies with all ethical regulations. All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at Duke University Medical Center (protocol A163-21-08). The maximum subcutaneous tumor size permitted by the Duke University Medical Center IACUC is 2,000 mm^3^. This maximum tumor size was never exceeded in the studies. Source data are provided for all in vivo experiments.

### Mice

The IACUC at Duke University Medical Center approved all experimental procedures. Animal experiments involved the use of female mice at 6–12 weeks of age. Animals were maintained under pathogen-free conditions, in temperature- and humidity-controlled housing, with free access to food and water, under a 12-h light–dark cycle at the Cancer Center Isolation Facility of Duke University Medical Center. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Duke University Medical Center. C57BL/6 mice were purchased from Charles River Laboratories. OT-1 (003831), CD8KO (002665) and *Ccr2*-KO (004999) mice were purchased from Jackson Laboratories. Mice were housed at the Duke University Medical Center Cancer Center Isolation Facility under pathogen-free conditions. Female mice were used for in vivo survival experiments to avoid unwanted immunogenicity related to sex chromosomes. Sex was not considered in the study design.

### Cell lines

Murine cell lines included CT2A glioma, GL261 glioma, B16-F10 (B16) melanoma and YUMMER-FasKO melanoma lines. The YUMMER-FasKO cell lines were kindly provided by K. Wood (Duke University). All murine cell lines are syngeneic in C57BL/6 mice. We transfected CT2A cells to express the antigen TRP2 to generate CT2A-TRP2 cells. Additionally, we transfected GL261 and B16 cells to express OVA to generate GL261-OVA and B16-OVA cells, respectively. To KO *B2m* in CT2A-TRP2, GL261-OVA and B16-OVA cells, we used a CRISPR-based strategy and the LentiCRISPRv2 plasmid (52961, Addgene) as described previously^52^. Briefly, the lentiCRISPRv2 vector was digested with BsmBI (NEB), purified by gel electrophoresis using the QIAquick Gel Extraction Kit (Qiagen), ligated with phosphorylated oligonucleotides and transformed into Stbl3 bacteria. Positives clones were verified and sequenced. We used gRNA that targets the first exon of the *B2m* gene, and the sequence is as follows: 5′-CCGAGCCCAAGACCGTCTAC. HEK293T cells (kindly provided by J. Sampson, Duke University) were then transfected with LentiCRISPRv2-β2m, psPAX2 (Addgene, 12260) and pVSVg (Addgene, 8454). Transfected cells were cultured for 48 h, and then supernatant was collected, and tumor cells were transduced with Polybrene Infection/Transfection Reagent (Sigma-Aldrich) at 8 µg ml^−1^. Cells were cultured in viral supernatant for 24 h. The medium was changed, and cells were cultured for another 5 d. H2K^b^- and H2D^b^-negative cells were single-cell sorted and confirmed by flow cytometry. C57BL/6 murine adult primary dermal fibroblast cells were obtained from Cell Biologics (C57-6067). The human melanoma M202 and M202-β2mKO cell lines were kindly provided by A. Ribas (UCLA). All cell lines with the exception of YUMMER were cultured in vitro in Dulbecco’s Modified Eagle Medium (DMEM) with 2 mM l-glutamine and 4.5 mg ml^−1^ glucose (Gibco) containing 10% FBS. YUMMER cells were cultured in DMEM/F12 containing 10% FBS and supplemented with non-essential amino acids. To generate M202-β2mKO cells expressing murine RAE-1d knockin, cDNA encoding mouse RAE-1d was cloned into the retroviral MSGV1 backbone. To generate retrovirus, HEK293T packaging cells were co-transfected with plasmids encoding mRAE-1d, Gag–Pol and VSV-G. Retrovirus was collected 48 h later and used to transduce M202-β2mKO human melanoma cells at a concentration of 1 ml viral supernatant per 10^6^ M202-β2mKO cells. Three days later, M202-β2mKO cells expressing high levels of murine RAE-1d were sorted by flow cytometry. M202-β2mKO-RAE-1d cells were expanded before use in subsequent experiments. All cell lines were authenticated and tested negative for mycoplasma and interspecies contamination by IDEXX Laboratories.

### In vivo tumor experiments

Tumor cells were collected in their logarithmic growth phase via trypsinization (Gibco, 25300-054) and then resuspended in PBS. For i.c. implantation, tumor cells were mixed 1:1 with 3% methylcellulose and loaded into a 250-µl Hamilton syringe (Hamilton, 81120). Mice were anesthetized using isoflurane. Injection sites were shaved, and then mice were placed in a stereotactic frame. After sterilization of the scalp, a midline incision was made to expose the bregma. The Hamilton syringe was positioned over the bregma, moved 2 mm laterally to the right, lowered 5 mm below the surface of the skull and then raised 1 mm to create a pocket for the tumor suspension.

An infusion pump was then used to infuse 5 µl of tumor cells at 120 µl min^−1^. For CT2A-TRP2, 2.5 × 10^4^ cells were injected; for CT2A-TRP2-β2mKO, 5.0 × 10^4^ cells were injected. These doses were determined by tumorgenicity experiments performed to determine the dose required for a median survival of around 21 d. After completing the infusion, the syringe was left in place for an additional 45 s before removal. Bone wax was used to cover the injection site, and then the incision was stapled close. Mice were euthanized if there was any bulging of the skull or eyes or if they experienced failure to ambulate.

For subcutaneous implantation, tumor cells were collected as described above and resuspended in PBS. The appropriate numbers of tumor cells were administered in 200 μl PBS under the skin of the right flank. For B16-OVA-β2mKO, 2.5 × 10^5^ cells were injected subcutaneously. For CT2A-TRP2-β2mKO, 1 × 10^6^ cells were injected subcutaneously. These doses were determined by tumorgenicity experiments. Tumors were measured every 3 d. A maximal tumor burden of 2,000 mm^3^ was not exceeded. Mice were killed when tumor volume reached 2,000 mm^3^, tumors were over 20 mm in one direction, or tumors became ulcerated. Following killing, tumors were subsequently assigned the endpoint target volume of 2,000 mm^3^.

Tumors were implanted into the indicated mouse strain for each experiment. Mice were randomly assigned to treatment groups within a given genotype. Humane endpoint checks for mice were performed by an animal technician blinded to expected outcomes. In adoptive transfer experiments with TRP2-specific T cells, we administered 10^7^ TRP2 TCR-transduced T cells intravenously 7 d after tumor implantation. For adoptive transfer experiments with antigen-loaded macrophages, we pulsed macrophages with the OVA_257–264_ (SIINFEKL) peptide and then administered 5 × 10^5^ macrophages i.c. at the tumor site 5 d after tumor implantation. Unless otherwise indicated, mice were monitored for survival or killed once they reached a humane endpoint.

### In vivo antibody treatment

Antibodies for in vivo treatment were obtained from BioXCell. These include anti-mouse PD-1 (RMP1-14, BE0146), anti-mouse 4-1BB (LOB12.3, BE0169), anti-mouse CD8α (2.43, BE0061), anti-mouse CD4 (GK1.5, BE0003-1), anti-mouse NK1.1 (PK136, BE0036), anti-mouse NKG2D (HMG2D, BE0111) and anti-mouse CSF1R (AFS98, BE0213) antibodies. For in vivo treatment with anti-PD-1 and anti-4-1BB antibodies, 200 µg each of anti-PD-1 and anti-4-1BB antibodies was diluted with PBS for a total injection volume of 200 µl. Mice received intraperitoneal (i.p.) injections of ICB (anti-PD-1 and anti-4-1BB antibodies) every 3 d, starting on day 9 after tumor implantation, for a total of four treatments, unless otherwise specified. For antibody depletion of CD8^+^ T cells, CD4^+^ T cells and NK cells, 200 µg of anti-CD8α, anti-CD4 or anti-NK1.1 antibody was diluted with PBS for a total injection volume of 200 µl. For depletions beginning before tumor implantations, mice received i.p. injections each day for 3 d, with the last dose given 1 d before tumor implantation. Maintenance doses were then given every 6 d. Control treatments consisted of 200 µl PBS. Depletion of CD8^+^ (BioLegend APC anti-mouse CD8a clone QA17A07, 155005), NK (BioLegend AF488 NK1.1 clone PK136, 108718; BioLegend PE NKp46, 137611) and CD4^+^ (BioLegend PE CD4 clone GK1.5, 100408) cells was validated by flow cytometry of blood samples before tumor implantation and again in the blood of tumor-bearing mice 1 d before the scheduled maintenance dose. For in vivo blockade of NKG2D, 250 µg of anti-NKG2D antibody was given starting at day 8, continuing every 3 d until humane endpoints were reached^53^. For in vivo depletion of macrophages, 400 µg of anti-CSF1R antibody was diluted in PBS for a total injection volume of 200 µl. Antibody depletion was started 3 d before tumor implantation, and maintenance doses were then given every 3 d for the duration of the experiment^16^.

### Generation of antigen-specific T cells

We engineered TRP2 TCR T cells by retroviral transduction of T cells with the pMX-TRP2-TCRβ-2A-α vector (a kind gift from T. Schumacher, Netherlands Cancer Institute) as described previously^54^. This TCR recognizes the TRP2_180–188_ epitope in the context of H2K^b^. Briefly, we transfected HEK293T cells with vectors encoding the TRP2 TCR and retroviral packaging genes to generate TCR-encoding retrovirus. TRP2 TCR retrovirus was then used to transduce mouse T cells 48 h after activation with concanavalin A in the presence of 50 U ml^−1^ human IL-2. Transduction was performed in non-tissue culture 24-well plates previously coated with 0.5 ml RetroNectin (Takara) at a concentration of 25 μg ml^−1^ in PBS. Cells were split every 48 h for 5 d in mouse T cell medium (RPMI with 10% FBS, non-essential amino acids, l-glutamine, sodium pyruvate, β-mercaptoethanol, penicillin–streptomycin and gentamycin) before use.

We engineered human T cells to express the DMF5 TCR that recognizes the MART-1 antigen expressed by the human melanoma M202 cell line^8,35,36^. DMF5 TCR-α and TCR-β were cloned into the MSGV1 retroviral backbone as a bicistronic message with a P2A self-cleaving peptide separating the α and β domains. DMF5 TCR retrovirus was generated by transfecting HEK293T cells with the DMF5 TCR MSGV1 vector and separate vectors encoding Gag–Pol and the gibbon–ape leukemia virus envelope. Anonymous healthy donor peripheral blood mononuclear cells (Stemcell) were activated with anti-CD3 antibody (OKT3, BioLegend) in the presence of 100 U ml^−1^ human IL-2. After 48 h, activated T cells were transduced with DMF5 TCR retrovirus to generate DMF5 T cells. DMF5 T cells were split into fresh human T cell medium (RPMI supplemented with 10% FBS, l-glutamine, HEPES, sodium pyruvate, non-essential amino acids and penicillin–streptomycin) plus 100 U ml^−1^ IL-2 every 48 h.

OT-1 T cells were isolated from OT-1 mice by culturing OT-1 splenocytes in T cell medium supplemented with 50 IU ml^−1^ IL-2 and 1 μM OVA SIINFEKL peptide (AnaSpec) for 48 h. Cells were purified for CD8^+^ T cells as described above and subsequently cultured in TCM with 50 IU ml^−1^ IL-2, splitting every 24 h for a total of 4 d.

### Monocyte purification, macrophage differentiation and antigen loading

Ly6C^hi^ monocytes were purified from bone marrow as previously described^55^. Briefly, bone marrow was flushed from the tibiae, femora, humeri and sternum of C57BL/6, CD45.1 (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ) or β2mKO (B6.129P2-*Β2mKO*^*tm1Unc*^/DcrJ, Jackson Laboratory stock 002087) mice into cRPMI-10 medium (glutamine-free RPMI-1640 medium with 10% FBS, 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin, 100 µM MEM non-essential amino acids, 2 mM l-glutamine and 1 mM sodium pyruvate). Red blood cells (RBCs) were lysed with ammonium–chloride–potassium buffer at room temperature for 2 min and neutralized with cRPMI-10. The cell suspension was then passed through a 70-µm nylon cell strainer and incubated for 30 min at 4 °C in separation buffer (0.5% bovine serum albumin, 2 mM EDTA in PBS) containing biotinylated anti-CD3ε, anti-CD4, anti-CD8α, anti-CD11c, anti-CD19, anti-B220, anti-CD49b, anti-I-A^b^, anti Sca-1, anti-c-Kit, anti-TER-119 and FITC-conjugated anti-Ly6G and anti-CCR3 (5 μl ml^−1^ for anti-CCR3 antibody; all others at 1.25 μl ml^−1^) antibodies. Cells were then washed with labeling buffer (2 mM EDTA in PBS) and then incubated for 15 min at 4 °C in labeling buffer containing streptavidin-conjugated and anti-FITC MicroBeads (Miltenyi Biotec). Cells were negatively selected using MACS LD columns according to the manufacturer’s instructions. The resulting classical monocytes (>90% purity) were cultured for 5–7 d in non-tissue culture-treated dishes containing macrophage differentiation medium (glutamine-free RPMI-1640 medium with 20% FBS, 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin, 100 µM MEM non-essential amino acids, 2 mM l-glutamine, 1 mM sodium pyruvate and 50 ng ml^−1^ recombinant murine M-CSF (PeproTech, 315-02)). To prevent macrophage polarization, no additional cytokines were added. Monocyte-derived macrophages were loaded with antigen by adding 10 µM peptide dissolved in DMSO to the culture for 4 h or an equal volume of DMSO vehicle-only control. BMDMs were then washed twice with PBS to remove remaining antigen, separated from culture plates using a non-enzymatic dissociation agent (Corning Cellstripper, 25-056-Cl) and counted.

### Tissue processing and flow cytometry

A detailed protocol for processing and staining tumors can be found in ref. ^56^. In brief, after perfusion with PBS and 1% heparin, tumor-bearing hemispheres were collected on day 18 after tumor implantation. A single-cell suspension was generated and passed through a 70-µm filter. After RBC lysis (RBC Lysis Buffer, Thermo Fisher Scientific) for 3 min, myelin was removed from the sample by Percoll (Sigma-Aldrich) centrifugation. Cells were then resuspended at 1 × 10^6^ ml^−1^ in 100 µl PBS and transferred to a 96-well plate. Before further staining, samples were resuspended in Zombie Aqua viability dye (1:400, BioLegend) and incubated for 30 min on ice.

For extracellular staining of collected or in vitro cultured cells, samples were incubated with Fc blocking solution (1:100 anti-mouse CD16/32 antibody, BioLegend, 101302) in FACS buffer (1× PBS with 2% FBS). After blocking, samples were incubated with antibodies (Supplementary Table 1) for 30 min on ice. Stained samples were then fixed with 2% formaldehyde in PBS on ice for 15 min.

Before acquisition, 10 µl of AccuCheck Counting Beads (Thermo Fisher Scientific) was added to each sample. To calculate the number of cells per gram of tumor, the following calculation was used: number of acquired cells × (number of input beads ÷ number of acquired beads) × (1 ÷ fraction of sample stained) × (1 ÷ tumor weight). Samples were acquired on an LSRFortessa (BD Biosciences) using FACSDiva software version 9 (BD Biosciences) and analyzed using FlowJo version 10 (BD Biosciences).

Mouse or human-specific antibodies were purchased from BD Biosciences, Invitrogen, MBL International, R&D Systems or BioLegend and are listed in Supplementary Table 1. Tissue processing and flow cytometry was performed as described previously^57^.

For CD107a staining, 1 × 10^5^ OT-1 T cells were co-cultured with 5 × 10^4^ OVA-loaded BMDMs, 1 × 10^4^ CT2A-OVA tumor cells or 1 × 10^4^ CT2A-TRP2-β2mKO tumor cells or cultured alone in TCM supplemented with IL-2 in 96-well plates. Macrophages were stained with CellTrace Violet. At the start of co-culture, anti-mouse CD107a antibody (Supplementary Table 1) was added, along with GolgiStop (2 µM; BD Biosciences) to prevent antibody breakdown. After 5 h of co-culture at 37 °C, cells were Fc blocked and then stained for CD8 (BV650, Supplementary Table 1), washed and fixed with formalin^58^.

### In vitro cytotoxicity assays

In vitro cytotoxicity assays were performed by co-culturing sorted CD8^+^ T cells (Miltenyi Biotec, 130-104-075) with tumor cells in the presence or absence of antigen-pulsed macrophages. Before co-culture, target cells were labeled with CellTrace Violet (Invitrogen) or CellTrace Far Red, and macrophages were labeled with CellTrace CFSE according to the manufacturer’s protocol to distinguish each cell type. TRP2 T cells, OT-1 T cells, DMF5 T cells or sham-transduced T cells were co-cultured with the designated target cell in T cell medium for 24 h in 96-well flat-bottom plates. For cytotoxicity experiments with murine T cells, 1 × 10^4^ total tumor cells, 1 × 10^5^ T cells and 5 × 10^4^ macrophages were added to each well. For cytotoxicity experiments with human T cells, 1 × 10^4^ total tumor cells and 1 × 10^4^ T cells were added to each well. For cytotoxicity experiments with mixed tumor cells, 5 × 10^3^ tumor cells of each line were added, for a total of 1 × 10^4^ tumor cells per well. After 24 h, cells were detached using trypsin and resuspended in 100 µl FACS buffer with 10 µl CountBright beads (Life Technologies Absolute Counting Beads, C36950) per well. Remaining viable tumor cells were quantified with flow cytometry. Percent lysis was calculated by counting remaining viable tumor cells in experimental wells versus tumor-only control wells, normalized as cells per bead and expressed as percent survival compared with tumor-only control wells (percent survival = ((experimental well viable cells ÷ bead count) ÷ (tumor-only well viable cells ÷ bead count)) × 100. In vitro cytotoxicity assays were performed with the following tumor cell lines: CT2A-β2mKO, CT2A-TRP2-β2mKO, CT2A-TRP2, GL261-OVA, GL261-OVA-β2mKO, YUMMER-FasKO, M202 and M202-β2mKO.

For cytotoxicity assays with blocking antibodies, 10 µg ml^−1^ anti-mouse NKG2D (clone HMG2D, BioXCell, BE0111), anti-mouse TRAIL (clone N2B2, Invitrogen, 16-5951-85), anti-mouse ICAM-1 (clone YN1/1.7.4, BioLegend, 116101), anti-mouse αLFA-1 (clone M17/4, BioLegend, 101118) or anti-human NKG2D (clone 1D11, BioXCell, BE0351) antibodies were added to T cells 30 min before co-culture with tumor cells. Remaining viable tumor cells were quantified after 24 h as described above.

For in vitro cytotoxicity involving TCR activation through the anti-CD3 antibody, mouse anti-CD3 (145-2C11, BioLegend, 100340) or human anti-CD3 (OKT3, BioLegend, 317326) antibodies were diluted in PBS to 1 µg ml^−1^ and then added to 96-well plates (100 µl per well). Plates were incubated at 5% CO_2_ and 37 °C for 2 h, and then anti-CD3 antibody was aspirated from the wells before the addition of cells.

### In vitro Transwell cytotoxicity assays

Transwell in vitro cytotoxicity experiments were performed as described above using 6.5-mm 0.4-µm and 5.0-µm Transwell inserts (Corning Costar; 0.4 µm, 3470; 5.0 µm, 3421) with the following modifications. A total of 1 × 10^5^ CT2A-OVA-β2mKO tumor cells were counted, stained with CellTrace Violet and plated on the bottom of 24-well plates. BMDMs were loaded with TRP2 peptide as described above and then stained with CFSE. TRP2 macrophages (5 × 10^4^) and TRP2-specific T cells (1 × 10^6^) were then plated in the top compartment of the Transwell at a 10:1 ratio of T cells to tumor cells and a 5:1 ratio of macrophages to tumor cells. After 24 h of culturing, cells were dislodged and quantified by flow cytometry. The inability of macrophages to pass through the 5.0-µm Transwell barrier was confirmed by the absence of CFSE-positive cells.

### RNA expression analysis

OT-1 T cells were isolated from OT-1 mouse splenocytes, which were activated and cultured as described above. OT-1 T cells were then co-cultured either alone in T cell medium supplemented with IL-2 (50 IU ml^−1^ IL-2), with OVA-loaded macrophages or with both OVA-loaded macrophages and CT2A-TRP2-β2mKO tumor cells. Cells were cultured at a 5:1 T cell-to-tumor ratio and a 2:1 T cell-to-macrophage ratio. After 24 h of co-culture, CD8^+^ T cells were sorted by flow cytometry, and RNA was extracted (RNeasy Mini Kit, Qiagen). RNA was analyzed on an nCounter MAX Analysis System (NanoString) with the PanCancer Immune Profiling Panel (NanoString) according to manufacturer instructions. Expression data were normalized and quality controlled using nSolver (version 4.0.70). Differential expression and gene set analysis were performed using nSolver Advanced Analysis software (version 2.0.134). Differential expression analysis *P* values were corrected for multiple testing using the Benjamini–Yekutieli false discovery rate.

### Analysis of NKG2D ligand expression within *B2M*-mutated tumors

Pan-Cancer Atlas mRNA Illumina HiSeq data were downloaded from the PanCanAtlas (TCGA), and samples were analyzed for mutations within the *B2M* gene. Analysis was performed using R (version 4.2.2). RNA sequencing data from patients with *B2M* mutations (*n* = 132) were compared to RNA sequencing data from 200 patients that were randomly subset from the remaining 10,327 patients within the PanCanAtlas dataset. Differential gene expression was evaluated using DeSeq2 (version 1.38.3). Differential expression analysis *P* values were calculated using the Wald test and corrected for multiple testing using the Benjamini–Hochberg false discovery rate. log_2_ (fold change) and adjusted *P* values for each gene were plotted using ggplot2 (version 3.4.2). NKG2DLs were specifically highlighted to assess expression of ligands in *B2M*-mutant compared to *B2M*-wild-type tumors.

### Statistics and reproducibility

Differential expression analyses were performed as stated above. Graphs represent mean ± s.e.m. unless otherwise stated. Statistical analysis was conducted in GraphPad Prism version 9.5.0 (GraphPad Software), primarily using two-tailed, unpaired *t*-tests, two-way analysis of variance (ANOVA) or one-way ANOVA to compare means across groups. For all experiments, a *P* value of <0.05 was considered statistically significant. No statistical methods were used to predetermine sample size. Sample sizes were instead determined based on historical sample sizes capable of detecting biologically significant differences for certain assays. If no historical data were available, pilot experiments were performed to determine the relative variability of the assay. Data were assumed to be normal, but this was not always formally tested.

The statistical tests employed for each data presentation and number of samples (*n*) are designated in the respective figure legends. Individual data points are represented as dots in graphs. Analyses were adjusted for multiple comparisons as indicated in figure legends. Kaplan–Meier curves were generated for survival analyses, and the two-sided Gehan–Breslow–Wilcoxon test was used to compare curves. No data were excluded from analysis. Mice that underwent treatment were randomized, within their genotype, to treatment groups after tumor injection. In vitro experiments were not randomized. All survival studies were monitored with the help of veterinary staff from the Duke animal facility who were blinded to the studies and reported endpoints accordingly. Other data collection and analysis were not performed blind to the conditions of the experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Table 1.

Reporting Summary

### Source data

Source Data Fig. 1 Statistical source data for Fig. 1.

Source Data Fig. 2 Statistical source data for Fig. 2.

Source Data Fig. 3 Statistical source data for Fig. 3.

Source Data Fig. 4 Statistical source data for Fig. 4.

Source Data Fig. 5 Statistical source data for Fig. 5.

Source Data Extended Data Fig. 1 Statistical source data for Extended Data Fig. 1.

Source Data Extended Data Fig. 3 Statistical source data for Extended Data Fig. 3.

Source Data Extended Data Fig. 4 Statistical source data for Extended Data Fig. 4.

Source Data Extended Data Fig. 5 Statistical source data for Extended Data Fig. 5.

## Figures and Tables

**Extended Data Fig. 1:**
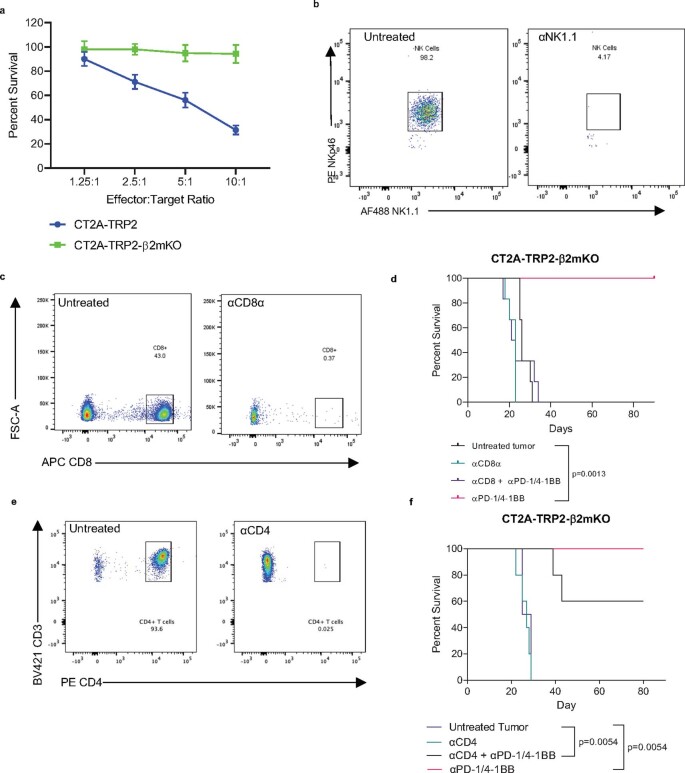
CD8^+^ T cells are required for the success of immunotherapy against *in vivo* MHC-I-negative tumors. **a**. ET ratio curve of percent survival of CT2A-TRP2 tumors or CT2A-TRP2-β2mKO tumors co-cultured with tumor specific TRP-2-specific CD8^+^ T cells (TRP2 T cells) for 24 hours (n = 7 co-cultures/group for each condition). Data in a are shown as mean ± SEM. **b**. In vivo depletion validation of NK cells from blood of tumor bearing mouse. Depletion >99% by count. **c**. In vivo depletion validation of CD8^+^ T cells from blood of tumor bearing mouse. Depletion >99% by count. **d**. Kaplan-Meier survival curve of mice implanted with CT2A-TRP2-β2mKO IC then treated with αPD-1/4-1BB in the presence or absence of CD8 depletion with αCD8α (n = 6 mice/group). **e**. In vivo depletion validation of CD4^+^ T cells from blood of tumor bearing mouse. Depletion >99% by count. **f**. Mice were implanted with CT2A-TRP2-β2mKO IC then treated with αPD-1/4-1BB in the presence or absence of CD4^+^ T cell depletion with αCD4 (untreated n = 4, CD4 depletion n = 5, αPD-1/4-1BB n = 5, αPD-1/4-1BB + CD4 depletion n = 5). Antibody depletion for **d** and **f** was started three days prior to tumor implantation, with maintenance depletion continued for the duration of the experiment. Survival in **a**, **d** & **f** was assessed by two-sided Gehan-Breslow-Wilcoxon test. Experiments in **a**, **d**, & **f** were repeated independently two times with similar results. ET, Effector:target. Source data

**Extended Data Fig. 2:**
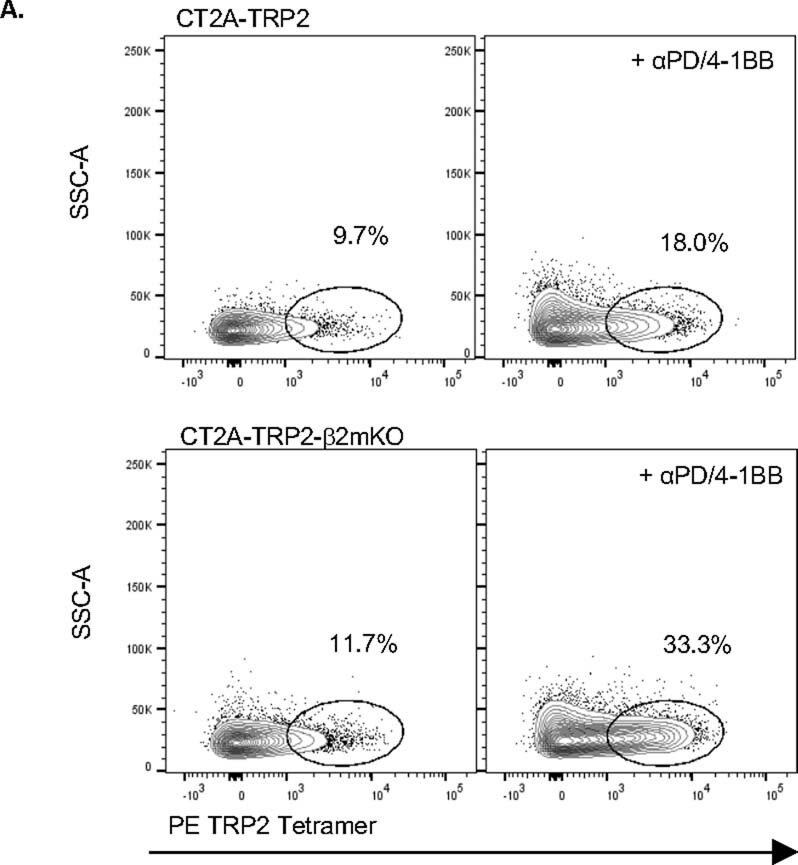
TRP2 Tetramer staining. **a**. TRP2 tetramer staining of CD8^+^ T cells isolated from IC CT2A-TRP2 or CT2A-TRP2-β2mKO tumors. Full tumor infiltrating lymphocyte gating strategy is shown in Extended Data Fig. 4k.

**Extended Data Fig. 3:**
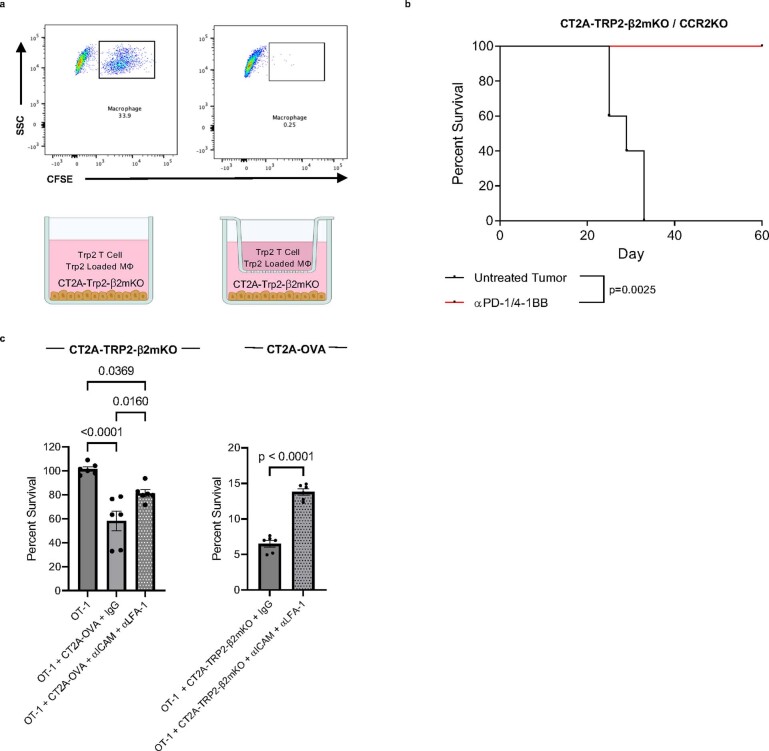
CD8^+^ T cell cytotoxicity against MHC-I-negative tumor cells is contact-dependent. **a**. CFSE-stained macrophages do not pass through 5.0μm Transwell™ membranes. TRP2 T cells, TRP2 Mϕ and CT2A-TRP2-β2mKO tumors were co-cultured either together or separated by a 5.0μm Transwell™ insert, as depicted. After 24 h of co-culture, the Transwell™ inserts were removed and the remaining cells were assessed with flow cytometry. **b**. Kaplan-Meier survival curve of CCR2^−^/^−^ mice implanted with CT2A-TRP2-β2mKO intracranially then treated with αPD-1/4-1BB (n = 5 mice/ group). Survival data were analyzed by two-sided Gehan-Breslow-Wilcoxon test. **c**. Percent survival of CT2A-TRP2-β2mKO or CT2A-TRP2 co-cultured with OT-1s alone, or combination with MHC-I-positive OVA positive glioma cells (CT2A-OVA) and blocking antibody for ICAM-1 and LFA-1 or IgG isotype control (n = 6 co-cultures/group). Experiments in **c** were repeated independently two times with similar results. P values were determined by two-tailed, unpaired Student’s t-test for **c** (left) and one-way ANOVA with post-hoc Tukey’s test for **c** (left). Data in **c** are shown as mean ± SEM. Source data

**Extended Data Fig. 4:**
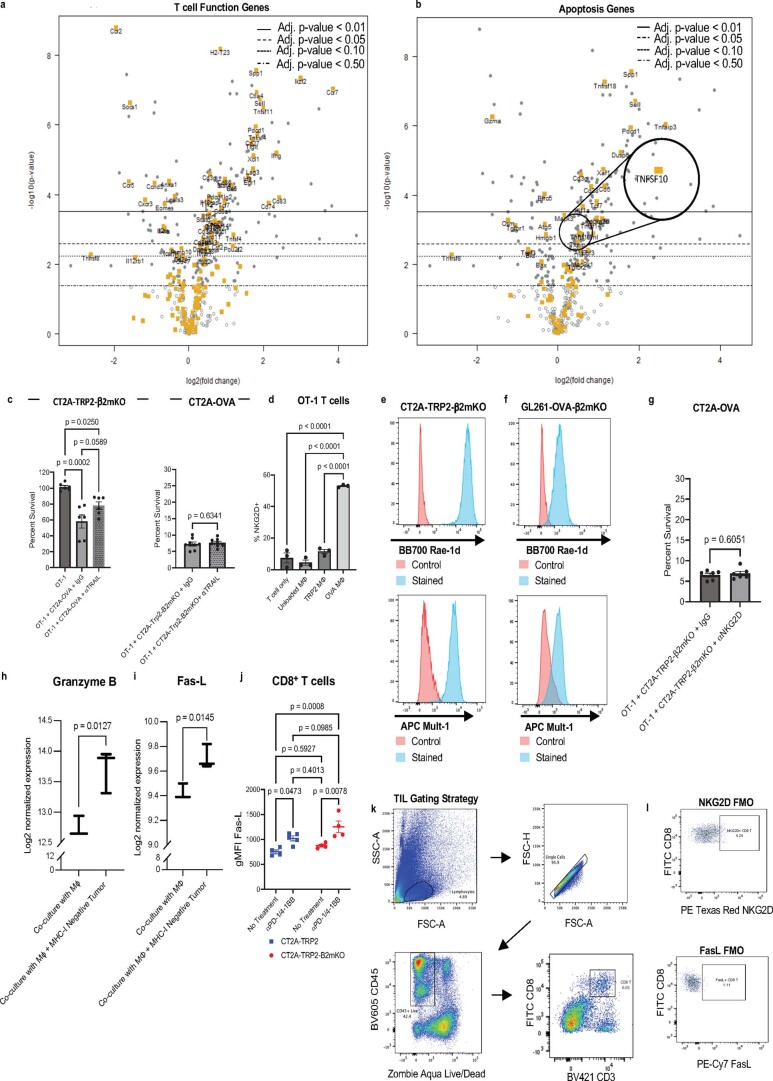
Characterization of MHC-I-independent cytotoxicity mechanism by CD8^+^ T cells. **a**–**b**. Differential expression analysis depicting log2 fold change versus log10 adjusted p value for differential expression of T cell function genes (**a**) or apoptotic function genes (**b**) between OT-1 T cells co-cultured with OVA macrophages and CT2A-TRP2-β2mKO tumors as compared with OT-1 T cells cultured alone (n = 3 co-cultures/group). P values adjusted for multiple testing (Methods). **c**. Survival of CT2A-TRP2-β2mKO cells or CT2A-TRP2 co-cultured with OT-1 CD8^+^ T cells and blocking antibody for TRAIL or isotype control 10:1 ET ratio (n = 6 co-cultures/group). **d**. Percent NKG2D^+^ OT-1 CD8^+^ T cells after 12 h in co-culture with antigen loaded Mϕ or alone in TCM + IL-2. 2:1 T cell to Mϕ ratio (n = 3 co-cultures/group). **e**–**f**. CT2A-TRP2-β2mKO (**e**) and GL261-OVA-β2mKO (**f**) expression of NKG2D ligands RAE-1d and MULT-1. **g**. Survival of CT2A-OVA in co-culture with OT-1 T cells, CT2A-TRP2-β2mKO tumors and IgG isotype control or αNKG2D 10:1 ET ratio (n = 6 co-cultures/group). **h**-**i**. Log2 Normalized expression of granzyme B (**h**) or Fas-L (**i**) in OT-1 T cells co-cultured with cognate antigen loaded macrophages or cognate antigen loaded macrophages and MHC-I-negative CT2A-TRP2-β2mKO (line at median with bars for min and max, n = 3 co-cultures/group). **j**. Geometric mean fluorescence intensity (gMFI) of Fas-L expression in tumor infiltrating CD8^+^ T cells from mice bearing CT2A-TRP2 tumors treated with αPD-1/4-1BB (n = 5) or PBS (n = 4) or mice bearing CT2A-TRP2-β2mKO and treated with αPD-1/4-1BB (n = 4) or PBS (n = 4). **k**. Gating strategy for tumor infiltrating lymphocytes in **j** and Figs. 2a & 5c. **l**. Gating for NKG2D^+^ and FasL^+^ CD8^+^ T cell in Fig. 5c and Extended Data Fig. 4j, respectively. P values were determined using two-way ANOVA with post-hoc Tukey’s test for **j**, one-way ANOVA with post-hoc Tukey’s test for **c** (left) & **d**, and by two-tailed, unpaired Student’s t-test for **c** (right) **g**-**i**, **l**. Data in **c**,**d**,**j & g** are shown as mean ± SEM. In vitro data are representative findings from one of a minimum of two independently repeated experiments with similar results. ET ratio, effector to target ratio. FMO fluorescence minus one. TIL: Tumor infiltrating lymphocyte. Source data

**Extended Data Fig. 5:**
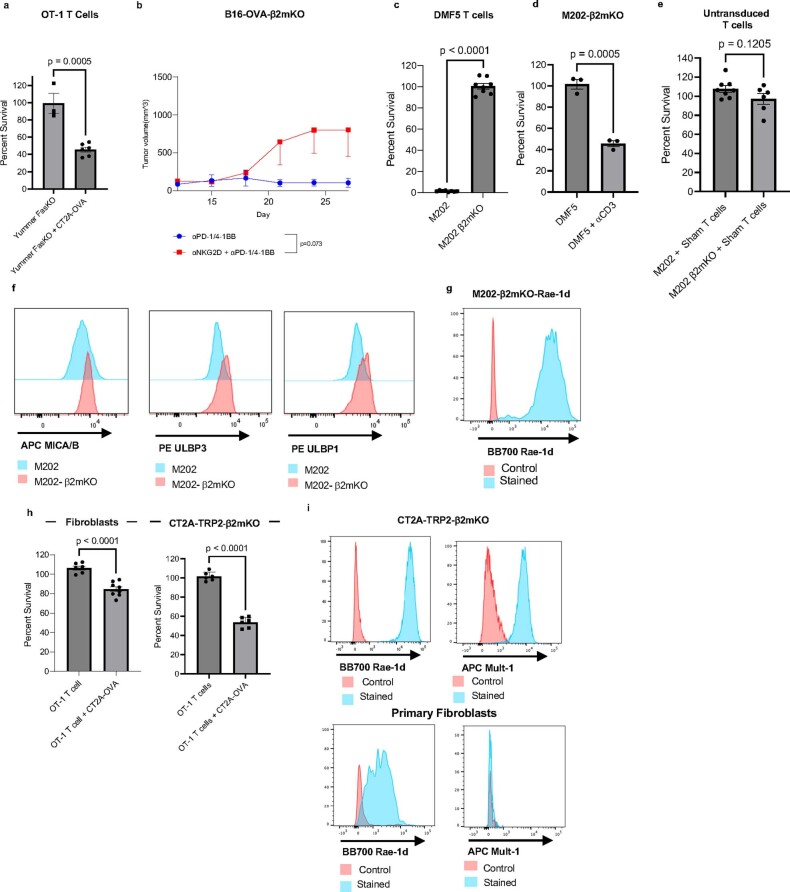
NKG2D-mediated killing of MHC-I-negative tumors is recapitulated by human CD8 + T cells and is limited in healthy tissues. **a**. Survival of Yummer FasKO cells co-cultured with OT-1 T cells (n = 3 co-cultures/group), or OT-1 T cells and OVA+ tumor 10:1 ET ratio (n = 6 co-cultures/group). **b**. Subcutaneous tumor growth curve of B16-OVA-β2mKO, treated with either αPD-1/4-1BB or αNKG2D and αPD-1/4-1BB, n = 8 mice/group). **c**. Percent survival of MART-1 antigen positive M202 or M202-β2mKO melanoma cells co-cultured with MART-1 specific DMF5 transduced T cells (DMF5). 1:1 ET ratio (n = 8 co-cultures/group). **d**. Survival of M202-β2mKO cells co-cultured with DMF5 T cells +/− activating human αCD3 antibody. 1:1 ET ratio (n = 3 co-cultures/group). **e**. Survival of M202 (n = 8 co-cultures/group) or M202-β2mKO (n = 6 co-cultures/group) after 24 h with untransduced human T cells (Sham T) 1:1 ET ratio. **f**. M202 and M202-β2mKO expression of human NKG2D ligands MIC-A / MIC-B, ULBP3 and ULBP1. **g**. M202-β2mKO tumors were engineered to express murine NKG2D ligand RAE-1d. **h**. Survival of primary mouse dermal fibroblast cells or CT2A-TRP2-β2mKO cells co-cultured with OT-1 T cells (n = 6 co-cultures/group) and OVA+ tumor (CT2A-OVA) (n = 8 co-cultures/group), 10:1 ET ratio. **i**. Primary fibroblast and CT2A-TRP2-β2 mKO expression of NKG2D ligands RAE-1d and MULT-1. Tumor growth curves in **b** were compared with two-way ANOVA. p values were determined by two-tailed, unpaired Student’s t-test for **a**, **c**–**e**, & **h**. Data in **a,b**, **c**–**e**, & **h** are shown **as** mean ± SEM. Experiments in **a-i** were repeated independently two times with similar results. ET ratio, effector to target ratio. Source data

## Data Availability

Gene expression data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE220960. Human Pan-Cancer cohort RNA expression data were derived from the TCGA Research Network: https://portal.gdc.cancer.gov/about-data/publications/pancanatlas. The remaining data are available within the article or as source data. All other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Code availability

No custom algorithms were used in this study. The R code that was used to perform differential expression analysis on the TCGA PanCan cohort can be found on Zenodo: 10.5281/zenodo.8007006.

# Supplementary material for: CD8+ T cells maintain killing of MHC-I-negative tumor cells through the NKG2D–NKG2DL axis
**Source:** Nat Cancer. 2023 Aug 3;4(9):1258–72. doi: 10.1038/s43018-023-00600-4
**Supplement:** Supplementary file 1 — Supplementary Table 1.

CD8⁺ T cells maintain killing of MHC-I-negative tumor cells through the NKG2D–NKG2DL axis

---

In the format provided by the
authors and unedited

Target	Clone	Source, Catalogue #	Fluorophore	Dilution
Murine CD8α	QA17A07	Biologend 155005	APC	1:100
Murine CD8α	53-6.7	Biologend 100705	FITC	1:100
Murine CD8α	53-6.7	Biologend 100741	BV650	1:100
Murine CD107a	1D4B	Biologend 121605	FITC	1:100
Murine CD45	30-F11	Biologend 103139	BV605	1:100
Murine NKG2D	Cx5	Biologend 130214	PE/Dazzle 594	1:100
Murine CD3	17A2	Biologend 100227	BV421	1:100
Murine CD3	17A2	Biologend 100235	APC	1:100
Murine CD4	RM4-5	Biologend 100512	PE	1:100
Murine Fas-L	MFL3	Invitrogen 25-5911-82	PE/Cyanine7	1:100
Murine CD4	GK1.5	Biologend 100434	PerCP/Cyanine5.5	1:100
Murine NKp46	29A1.4	Biologend 137627	AF647	1:100
Murine RAE-1d	186107	BD Biosciences 748075	BB700	1:100
Murine ULBP-1/MULT-1	237104	R&D Systems FAB2588A	APC	1:100
Murine H2-Kb/H2-Kd	28-8-6	Biologend 114607	PE	1:100
Human MICA/MICB	6D4	Biologend 320907	APC	1:100
Human ULBP1	170818	R&D Systems FAB1380P	PE	1:100
Human ULBP3	166510	R&D Systems FAB1517P	PE	1:100
Murine Trp2 Tetramer<br>H-2Kb TRP-2 Tetramer-SVYDFFVWL		MBL International TB-5004-1	PE	1:100
Murine NK1.1	PK136	Biologend 108718	AF488	1:100
Murine CD16/32 (Fc Block)	93	Biologend 101302	Unconjugated	1:100
Zombie Aqua (Live/dead)	N/A	Biologend 432102	BV510	1:400

CellTrace™ Violet		Thermo Fisher C34557		Diluted per manufacturer's instructions
CellTrace™ CFSE		Thermo Fisher C34554		Diluted per manufacturer's instructions
CellTrace™ Far Red		Thermo Fisher C34564		Diluted per manufacturer's instructions

# Supplementary material for: CD8+ T cells maintain killing of MHC-I-negative tumor cells through the NKG2D–NKG2DL axis
**Source:** Nat Cancer. 2023 Aug 3;4(9):1258–72. doi: 10.1038/s43018-023-00600-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry data including cytotoxicity assays were collected using BD FACSDiva Software v.9. mRNA counts were measured using the NanoString nCounter platform.
Data analysis	Flow cytometry data were analyzed with Flowjo Software v.10 (BD). Statistical analyses for in vitro and in vivo studies were performed with GraphPad Prism Software v9.5.0. nSolver (v. 4.0.70) and nSolver Analysis Software (v. 2.0.134) (NanoString Technologies) were used for the analysis and quality control of mRNA data. Differential expression analysis of TCGA PanCan Cohort was performed with R (v. 4.2.2) using DeSeq2 (v. 1.38.3), and the plot was generated using ggplot2 (v. 3.4.2). The R code that was used to perform the differential expression analysis on the TCGA PanCan cohort can be found on Zenodo: https://doi.org/10.5281/zenodo.8007006

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene expression data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE220960.

The human Pan-Cancer cohort RNA expression data were derived from the TCGA Research Network: <https://portal.gdc.cancer.gov/about-data/publications/pancanatlas>.

The remaining data are available within the article or source data file. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Power analysis was not used to predetermine sample size. Sample sizes were instead determined based on historical sample sizes that were capable of detecting biologically significant differences for certain assays. If no historical data was available, pilot experiments were performed to determine the relative variability of the assay. All in vivo survival experiments were performed with at least 4 biologic replicates to ensure reproducibility. Sample sizes for in vivo experiments were chosen based on historical experience and were variable based on numbers of surviving mice available at experimental time-points or technical limitations.
Data exclusions	No data were excluded from analysis.
Replication	All major experiments were run with at least 3 biologic replicates, and attempts at experimental replication were successful.
Randomization	Mice were randomly assigned to treatment groups within a given genotype. Mice were randomized after intracranial injection and prior to treatment. In vitro groups were randomly assigned.
Blinding	For survival experiments, humane endpoint checks for mice were performed by an animal technician blinded to expected outcomes. For all other experiments, blinding was not possible due to personnel shortages not allowing for availability of separate investigators for data acquisition and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies and dilutions used for flow cytometry are noted below:

Murine CD8α Clone QA17A07 Biolegend 155005 APC 1:100
 Murine CD8α Clone 53-6.7 Biolegend 100705 FITC 1:100
 Murine CD8α Clone 53-6.7 Biolegend 100741 BV650 1:100
 Murine CD107a Clone 1D4B Biolegend 121605 FITC 1:100
 Murine CD45 Clone 30-F11 Biolegend 103139 BV605 1:100
 Murine NKG2D Clone Cx5 Biolegend 130214 PE/Dazzle 594 1:100
 Murine CD3 Clone 17A2 Biolegend 100227 BV421 1:100
 Murine CD3 Clone 17A2 Biolegend 100235 APC 1:100
 Murine CD4 Clone RM4-5 Biolegend 100512 PE 1:100
 Murine Fas-L Clone MFL3 Invitrogen 25-5911-82 PE/Cyanine7 1:100
 Murine CD4 Clone GK1.5 Biolegend 100434 PerCP/Cyanine5.5 1:100
 Murine Nkp46 Clone 29A1.4 Biolegend 137627 AF647 1:100
 Murine RAE-1d Clone 186107 BD Biosciences 748075 BB700 1:100
 Murine ULBP-1/MULT-1 Clone 237104 R&D Systems FAB2588A APC 1:100
 Murine H2-Kb/H2-Kd Clone 28-8-6 Biolegend 114607 PE 1:100
 Human MICA/MICB Clone 6D4 Biolegend 320907 APC 1:100
 Human ULBP1 Clone 170818 R&D Systems FAB1380P PE 1:100
 Human ULBP3 Clone 166510 R&D Systems FAB1517P PE 1:100
 Murine Trp2 Tetramer H-2Kb TRP-2 Tetramer-SVYDFVFWL, MBL International TB-5004-1 bPE 1:100
 Murine NK1.1 Clone PK136 Biolegend 108718 AF488 1:100
 Murine CD16/32 (Fc Block) Clone 93 Biolegend 101302 Unconjugated 1:100
 Zombie Aqua (Live/dead) BioLegend 42310 BV 510 1:400

For functional blocking experiments: anti-mouse NKG2D (Clone HMG2D, BioXCell Catalog # BE0111), anti-mouse TRAIL (Clone N2B2, Invitrogen Catalog #16-5951-85), anti-mouse ICAM-1 (Clone YN1/1.7.4, BioLegend Catalogue #116101), anti-mouse LFA-1 (Clone M17/4, Biolegend Catalogue # 101118), or anti-human NKG2D (Clone 1D11, BioXCell Catalogue #BE0351). All blocking antibodies and corresponding vendor-matched isotype controls were used at 10 ug/mL.

Detailed information from the manufacturers:

FFlow cytometry:

<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd8a-recombinant-antibody-16376?GroupID=BLG15858>
<https://www.biolegend.com/en-gb/products/fits-anti-mouse-cd8a-antibody-153>
<https://www.biolegend.com/en-us/search-results/brilliant-violet-650-anti-mouse-cd8a-antibody-7635?GroupID=BLG2559>
<https://www.biolegend.com/de-at/products/fits-anti-mouse-cd107a-lamp-1-antibody-3587>
<https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd45-antibody-8721?GroupID=BLG6831>
<https://www.biolegend.com/en-us/products/pedazzle-594-anti-mouse-cd314-antibody-15542>
<https://www.biolegend.com/en-us/search-results/brilliant-violet-421-anti-mouse-cd3-antibody-7326>
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3-antibody-8055?GroupID=BLG242>
<https://www.biolegend.com/nl-be/products/pe-anti-mouse-cd4-antibody-482>
<https://www.thermofisher.com/antibody/product/CD178-Fas-Ligand-Antibody-clone-MFL3-Monoclonal/25-5911-82>
<https://www.biolegend.com/en-gb/products/percp-cyanine5-5-anti-mouse-cd4-antibody-4220?GroupID=BLG4745>
<https://www.biolegend.com/en-us/search-results/alexa-fluor-647-anti-mouse-cd335-nkp46-antibody-12304?GroupID=BLG8849>
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bb700-rat-anti-mouse-rae-1.748075>
https://www.rndsystems.com/products/mouse-ulbp-1-mult-1-apc-conjugated-antibody-237104_fab2588a
<https://www.biolegend.com/en-us/products/pe-anti-mouse-h-2k-b-h-2d-b-antibody-1686?GroupID=BLG2368>
<https://www.mblintl.com/products/tb-5004-1/>
<https://www.biolegend.com/en-us/search-results/alexa-fluor-488-anti-mouse-nk-1-1-antibody-3143?GroupID=GROUP20>
<https://www.biolegend.com/en-us/products/purified-anti-mouse-cd16-32-antibody-190?GroupID=BLG9237>
<https://www.biolegend.com/en-ie/products/apc-anti-human-mica-micb-antibody-3065>
https://www.rndsystems.com/products/human-ulbp-1-pe-conjugated-antibody-170818_fab1380p?gclid=EAIaIQobChMI5YWokeGs_wIVEEFyCh14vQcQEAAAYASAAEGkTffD_BwE&gclid=aw.ds
https://www.rndsystems.com/products/human-ulbp-3-pe-conjugated-antibody-166510_fab1517p?

gclid=EAlaQobChMI_dSM_OGs_wiVVENyCh0bIAG7EAAAYASAAEgKh8fD_BwE&gclidsrc=aw.ds
<https://www.thermofisher.com/order/catalog/product/C34557>
<https://www.thermofisher.com/order/catalog/product/C34554>
<https://www.thermofisher.com/order/catalog/product/C34564>
<https://www.biolegend.com/en-us/products/zombie-aqua-fixable-viability-kit-8444?GroupID=BLG2181>

Functional blocking:
<https://bioxcell.com/invivomab-anti-mouse-nkg2d-be0111>
<https://www.thermofisher.com/antibody/product/CD253-TRAIL-Antibody-clone-N2B2-Monoclonal/16-5951-85>
<https://www.biolegend.com/fr-lu/products/ultra-leaf-purified-anti-mouse-cd54-antibody-18350>
<https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-cd11a-antibody-8079>
<https://bioxcell.com/invivomab-anti-human-nkg2d-cd314-be0351>

Validation

Each primary antibody has been validated by the manufacturer for use to detect the indicated murine or human targets. Blocking antibodies were reported by the manufacturer as functionally blocking. All antibodies are from commercial sources and have been validated by the vendors and validation materials are available on the appropriate websites from vendors (Biolegend, Thermo Fisher, MBL International, Invitrogen, R&D Systems). All antibodies utilized in this manuscript were optimized by titrating to achieve a maximal staining index.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Murine cell lines studied included CT2A malignant glioma, GL261 malignant glioma, B16-F10 melanoma (B16), and YUMMER melanoma. The CT2A line was provided by Robert L. Martuza (Massachusetts General Hospital) and the GL261 line was provided by the National Cancer Institute. These cell lines are additionally available commercially (CT2A, Sigma-Aldrich, SCC194; GL261, DSMZ, ACC 802). The B16-F10 cell line was a gift from J. Sampson. The YUMMER-FasKO cell line was a gift from K. Wood. All cell lines are syngeneic in C57BL/6 mice. Human cell lines used were M202 and M202 B2mKO, both a gift from A. Ribas, and HEK 293T cells, a gift from J. Sampson. Murine adult primary dermal fibroblasts (C57BL/6) cells were obtained from Cell Biologics (Catalog #C57-6067).

Authentication

All cell lines were authenticated and tested negative for mycoplasma, and interspecies contamination by IDEXX Laboratories. (Westbrook, ME). Cell lines were authenticated by using NIST published 9 species-specific STR markers to establish genetic profiles. Interspecies contamination check for human, mouse, rat, African green monkey and Chinese hamster was also performed for each cell line.

Mycoplasma contamination

All cell lines were confirmed to be mycoplasma negative by IDEXX Laboratories.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The Institutional Animal Care and Use Committee (IACUC) at Duke University approved all experimental procedures. Animal experiments were conducted on age and sex matched female mice between 8-12 weeks of age. C57BL/6 mice were purchased from Charles River Laboratories. OT-1 (#003831), CCR2KO (#004999), and CD8KO (#002665) were purchased from Jackson Laboratories. Animals were maintained under pathogen-free conditions, in temperature and humidity controlled housing, with free access to food and water, under a 12-h light/dark cycle at the Cancer Center Isolation Facility of Duke University Medical Center.

Wild animals

This study did not use wild animals.

Reporting on sex

Female mice were used for in vivo survival experiments to avoid unwanted immunogenicity related to sex chromosomes as syngeneic tumor lines were derived from female animals. Sex was not considered in the study design.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

All mouse experiments were approved by the Institutional Animal Care and Use Committee at Duke University Medical Center (protocol A163-21-08). The maximum subcutaneous tumor size permitted by Duke University Medical Center IACUC is 2000 mm³. This maximum tumor size was never exceeded in the studies.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Sample preparation is extensively detailed here (PMID: 34597618). In brief, blood, spleen, and tumor were collected at day 17 post tumor implantation. Briefly, tissues were processed in RPMI, minced into single cell suspensions, cell-strained, counted, stained with antibodies, and analyzed via flow cytometry. Blood samples were directly labeled with antibodies and red blood cells subsequently lysed using eBioscience RBC lysis buffer (eBioscience, San Diego, CA) or BD Pharm Lyse (BD Biosciences). Spleen and tumor samples were subjected to RBC lysis prior to antibody-labeling.

For CD107a staining, 1x10⁵ OT-1 T cells were co-cultured with 5x10⁴ OVA loaded BMDMs, 1x10⁴ CT2A-OVA tumor, 1x10⁴ CT2A-TRP2-B2mKO tumor, or alone in TCM supplemented with IL-2 in 96 well plates. Macrophages were stained with CellTrace™ Violet. At the start of co-culture, anti-mouse CD107a antibody (Supplementary Table 1) was added, along with Golgistop (2μM; BD Biosciences) to prevent antibody breakdown. After 5h of co-culture at 37 degrees Celsius, the cells were Fc blocked then stained for CD8 (BV650, table 1), washed, and formalin fixed

Instrument

Analysis was performed with a BDLSR Fortessa Cell analyzer (BD Biosciences). Sorting was performed with a Sony SH800.

Software

Flow cytometry data was collected with FACS Diva Software v.9 (BD Biosciences) and analyzed using FlowJo v.10 (BD Biosciences). Sorting performed with Sony SH800 Software.

Cell population abundance

Cell isolation of CD8+ T cells was accomplished using negative selection beads (Miltenyi Biotec Cat. 130-104-075) or via FACS sorting with a Sony SH800. The purity of sorted cells was confirmed by flow cytometry and verified to be over 90%.

Gating strategy

The primary gating strategy is provided in Extended Data 4k. Live cells were gated using live/dead staining. FSC-A/FSC-H plots were used to determine singlet gates. FSC-A/SSC-A plots were used to determine cell population gates. In vitro panels included CellTrace stains for gating in/ out cell populations of interest when applicable. Positive and negative gates were determined based on isotype, untreated, or controls. In vivo tumor infiltrating lymphocyte panels were gated using fluorescence minus one (FMO) controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

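CD8+ OT-1 T cells were sorted after 24 h of culture alone, with OVA-pulsed macrophages, or with OVA-pulsed macrophages and CT2A-TRP2-β2mKO glioma cells, with 3 samples per group. RNA was counted on an nCounter MAX with the PanCancer Immune Profiling Panel. According to the paper's methods, the authors normalized and quality controlled the counts in nSolver 4.0.70 and ran differential expression and gene set analysis in nSolver Advanced Analysis 2.0.134, with Benjamini-Yekutieli adjustment. The authors deposited log2 normalized values for 750 genes with 2 decimals. The housekeeping genes (0 measured of the 40 listed), the raw counts and the normalization factors were not used here, so the normalization could not be repeated or replaced by another set of reference genes. The software of the authors was not run here, and its results are set beside values from limma.

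Genes were named by the symbols in the deposited table. Of 750, 736 are current symbols in the RefSeq table of GRCm38.p6, 8 are older symbols listed there as synonyms (Cd244 for Cd244a among them) and 6 were not matched and keep the deposited name. The RefSeq table was used for names only. Each pair of replicates differed by more than the sampling noise of the recovered counts (chi-square per degree of freedom 1.95 to 25.6), so every sample was counted once.

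The depth of each sample was recovered from the steps between its low values, and the recovered raw totals ran from 131960 to 1186180 counts. At 20 normalized counts, counting error alone was 56.5% in macrophage replicate 2 and 18.4% to 26.1% in the other 8 samples. In macrophage replicate 2, 254 of 750 genes had under 20 raw counts.

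Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient per group, all 9 samples) in 3 contrasts, macrophages and tumor against OT-1 alone, macrophages against OT-1 alone, and macrophages and tumor against macrophages. P-values were two-sided and adjusted by Benjamini-Yekutieli over all 750 genes, with a threshold of 0.05 and no filter on low values. Both comparisons against OT-1 alone share those 3 samples, and the macrophage samples serve in a pair of contrasts, so their chance values are shared. For single genes an exact permutation test of 3 samples against 3 was added.

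The panel vendor's gene sets are not listed in the paper's text, so 18 lists were written from general knowledge, with 6 lists of markers of other cell types as controls. The lists were NK cell receptors and functions, T cell identity and the TCR complex, T cell activation, inhibitory receptors and their ligands, cytotoxic effectors, naive and memory-like T cell genes, effector transcription factors and receptors, interferon-stimulated genes, MHC class I presentation, MHC class II presentation, apoptosis, TNF superfamily, NF-κB target and pathway genes, chemokines, chemokine receptors, cytokine signalling brakes, cell cycle and proliferation, and adhesion molecules. The marker lists were of macrophages, tumor or mesenchymal cells, B cells, dendritic cells, neutrophils or mast cells, and NK cells or other lymphocytes. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted by Benjamini-Hochberg over 24 lists. Some of the authors' labelled genes are members of these lists, and their plotted values had been seen in the paper's figures. Of the 18 lists, camera at the preset correlation called 6 with macrophages and tumor and 4 with macrophages against OT-1 alone, and 6 in the direct comparison. With an estimated correlation it called 0 in each, with smallest adjusted p of 0.268, 0.12 and 0.209. Limma's fry, which tests a list's genes on their own, was run with the same adjustment. Its values are given for the NK cell, T cell, NF-κB and marker lists.

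The genes named in the text were drawn, per contrast, from up to 10 with the largest rise and 10 with the largest fall among those past the threshold whose groups do not overlap, the genes the paper names or labels, the measured genes of the NK cell, cytotoxic effector and inhibitory receptor lists, marker genes as controls, and the members of other lists with the largest change past the threshold. Not every gene that the rule covers is named.

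The procedure was tested on simulated data with 200 of 750 genes changed, in 20 simulations drawn with the spread of the real samples. With macrophages and tumor against OT-1 alone, 23.8%, 46.6% and 56.0% of genes changed by 0.5, 1 and 2 on the log2 scale were recovered, and 0.109% of unchanged genes were called. With macrophages and tumor against macrophages, 23.0%, 47.0% and 57.3% were recovered and 0.0727% of unchanged genes were called. The simulated noise was normal and independent between genes, with the same spread for a gene in all samples. It held no sample of low depth like macrophage replicate 2. These shares therefore need not hold for the real data, where that sample lifts many genes of low level together. Alternatives covered the adjustment, a filter and a floor at 20 normalized counts, centring on the median, quantile normalization, an intensity trend, a fit on the groups compared only, the methods' t-test (two-tailed and unpaired, which the statistics section names in general, while the RNA methods name no test for differential expression), the replicate number as a block, and leaving out each sample. A floor at 100 normalized counts and weights from the recovered counts were added after the low depth of macrophage replicate 2 was seen.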

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

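The tests of macrophage RNA in this part were chosen after the results were seen. Against OT-1 alone, 8 genes that the paper does not name rose by more than 2 on the log2 scale with macrophages and tumor, past the threshold and with no overlap between the groups. The growth factor gene Csf1, whose product sustains macrophages, rose by 3.41 (adjusted p = 5.49e-05 from limma), and the immediate early gene Fos rose by 3.13 (adjusted p = 0.0382), a call that ended in 9 of 20 alternative settings. The chemokine genes Ccl2 and Ccl9 rose by 2.65 and 2.52, and Il1r2, the decoy receptor for IL-1, rose by 2.56. In OT-1 alone the mean levels of Fos, Ccl2, Ccl9 and Il1r2 (5.43, 3.52, 5.28 and 4.97) lie under the floor of 100 normalized counts, as does that of Ccl2 with macrophages and tumor (6.18), and that floor, chosen after the values were seen, ended all 4 calls (1.92, 1.16 and 0.89 for Fos, Ccl9 and Il1r2, and no fold for Ccl2). The phosphatase gene Dusp4 rose by 2.17, the integrin gene Itgb3 by 2.13 and the fractalkine receptor gene Cx3cr1 by 2.1. Ccl9 ended in 5 settings, Il1r2 in 2, and Ccl2 and Itgb3 in 1 each.

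Between the co-cultures, 6 genes that the paper does not name were higher with tumor by more than 1 on the log2 scale, past the threshold and with no overlap. They were Itgb3 (1.32), the interferon-γ receptor gene Ifngr1 (1.26), the interferon-induced membrane protein genes Ifitm1 (1.26) and Ifitm2 (1.04), Stat3 (1.01) and the IL-12 receptor gene Il12rb2 (1.01). The call for Stat3 ended in 10 of 20 settings, that for Il12rb2 in 4 and the others in 3 each.

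Spp1, Ccl2, Ccl9 and Cd74 are genes that macrophages express strongly, and all rose with macrophages and tumor against OT-1 alone although the T cells had been sorted for CD8. The rise of Lyz2, Apoe, C1qa, Csf1r and Cd14 together came to 1.11% of the rise of Spp1 in normalized counts with macrophages and tumor, and to 0.380% with macrophages, which argues against macrophage RNA as the source of Spp1. For Ccl2, Ccl9 and Cd74 together the corresponding share was 19.1% with macrophages and tumor and 16.4% with macrophages, so for these genes RNA from macrophages and expression by the T cells cannot be told apart by this test. Of 33 macrophage marker genes, Lyn and Ctss rose by 0.99 and 0.54 with macrophages and tumor, calls that ended in 2 and 10 of 20 settings, and both are also expressed by other leukocytes. A response of the T cells to the co-culture stays open as a hypothesis for all of these genes.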

How the results depend on the processing

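The floor at 100 normalized counts, the weights from recovered counts and the tests of other splits were chosen after the data were seen, and the other settings before. Of 20 settings, the number of genes changed stayed within 1.5 times in 17 with macrophages and tumor against OT-1 alone (138), in 12 with macrophages against OT-1 alone (138) and in 4 in the direct comparison (24). Centring on the median turned 7 of the 138 called genes with macrophages and tumor and 17 of the 138 with macrophages from a rise to a fall, and quantile normalization turned 3 of the latter, and none of these passed with the other sign. In the other settings no called gene changed sign. Centring on the median gave 28, 37 and 0 genes. The median subtracted was 7.8 in macrophage replicate 2, against 6.3 and 6.48 in the other macrophage samples. The 188 genes of highest level differed there by a median of −0.115 before centring. Centring thus lowered genes of high level in that sample against the other macrophage samples, so calls lost with it can reflect low depth. With macrophages against OT-1 alone, Benjamini-Hochberg gave 226, only the groups compared 73 and the methods' t-test, which the RNA methods do not name for this step, 80. Between the co-cultures, Benjamini-Hochberg gave 62, the intensity trend 66, only the groups compared 0, the methods' t-test 0 (136 at an unadjusted p under 0.05), the floor at 100 normalized counts 42 and the weights 70, and the weights gave 215 with macrophages and tumor against OT-1 alone. Leaving out a sample gave 96 to 223, 83 to 170 and 11 to 34 genes, each highest without macrophage replicate 2. Between the co-cultures, each fit without any of the other 8 samples gave 15 or fewer, and with macrophages against OT-1 alone those without OT-1 alone replicate 1, 2 or 3 or macrophage replicate 3 gave 84, 83, 87 and 88.

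The lists called (6, 4 and 6) fell to 0, 0 and 0 for camera with an estimated correlation, to 3 with macrophages and tumor against OT-1 alone in the fit on only the groups compared, and to 1 in the direct comparison with quantile normalization. Leaving out a sample gave 3 to 6, 2 to 5 and 3 to 7 lists, with 3 of the first and of the last without macrophage replicate 2 and 2 of the others without macrophage replicate 1.

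Klrk1 with tumor against OT-1 alone passed except when centred on the median (0.61). The call for Tnfsf10 ended in 10 of 20 settings. It did not pass when centred on the median (0.07), with quantile normalization (0.24) or with the replicate block (0.58, adjusted p = 0.0674). Leaving out a sample gave 0.56 to 0.62, and most of those fits did not pass either. Gzmb in the direct comparison passed with Benjamini-Hochberg and with the intensity trend (0.97 in both), with the weights (1.00), and without replicate 3 of macrophages and tumor (1.17). Its range over fits that left out a sample was 0.85 to 1.17. Values near 0 that had not passed changed sign for Ctla4 with macrophages against OT-1 alone (−0.57, centred on the median) and, in the direct comparison, for Tnfsf10 (0.0083, centred on the median), Klrk1 (−0.0085, quantile normalization) and Klrc1 (−0.16, quantile normalization). For Ctla4 and Tnfsf10 the change of sign follows from the medians that centring subtracts. These averaged 6.165 in OT-1 alone, 6.86 with macrophages and 6.675 with macrophages and tumor. The cause was not tested for Klrk1 and Klrc1. For the other named genes 2075 values kept their side of the threshold, 395 no longer passed and 6 newly passed.

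Whether the replicate numbers pair the samples could not be settled. Deviations from a mean of 3 samples depend on each other, and macrophage replicate 2 had low depth. Correlations of deviations between samples of equal number ran from −0.366 to 0.461, with 5 of 9 over 0.1, and 4 of 9 samples correlated best with their own number. Equal-number correlations that involved the tumor group were all positive (0.0727 to 0.324), while pairs of unlike number ran from −0.462 to 0.465. The replicate block moved the direct comparison to 10 genes. Centring on housekeeping genes (0 measured) and other pseudocounts (the values are already on a log scale) were not run. Other splits of 6 samples were too few, at 10, for a share under 0.05. The real split gave 138, 138 and 24 genes, 1 of 10 splits reached that number in each comparison, and the highest other split gave 0.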

Differences from the paper's values

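For Klrk1, the paper's adjusted P value, rounded, is 3.3e-05 and the value here is 2.01e-04 from limma with Benjamini-Yekutieli. Of the 18 alternatives set before the data were examined, Benjamini-Hochberg gave a value within 1.5 times of the paper's and the other 17 did not, with a range from 1.40e-08 to 1. The floor at 100 normalized counts, chosen after seeing the values, also came within 1.5 times of it (adjusted p = 3.57e-05) and dropped 2 of the 50 genes of the paper that pass here. The fold changes of Klrk1 (1.1 in the paper, 1.12 here) and Tnfsf10 (0.562 in the paper, 0.58 here) and the adjusted p of Tnfsf10 (0.0262 in the paper, 0.0223 here) differed by less than the error or by less than 1.5 times.

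Log2 fold changes with macrophages and tumor against OT-1 alone were also read by eye from the figures and set beside the values here, and 6 of them differed by more than the standard error here. For Klra17 the paper shows about 3.5 in Fig. 5b, and the value here is 2.13 (standard error 0.40). For Klrb1c it shows about −3.2 in Fig. 5b, and the value here is −2.15 (standard error 0.41). In the group where each gene is lower, its mean level (4.91 in OT-1 alone for Klra17, 5.17 with macrophages and tumor for Klrb1c) is near or within the median levels of marker genes of macrophages, tumor cells, B cells, dendritic cells and neutrophils (4.14 to 4.67 and 4.11 to 5.28), so that background limits the size of either fold. With the floor at 100 normalized counts, chosen after seeing the values, they were 0.39 and −0.68. This limits what either comparison with the paper can show. For Cd74 it shows about 2.1 in Extended Data Fig. 4a, and the value here is 1.68 (standard error 0.15), with a mean level in OT-1 alone of 5.64, under the floor of 100 normalized counts, which lowered it to 0.67, so this gap too is limited by low counts. For Ccr2 it shows about −2.0 in Extended Data Fig. 4a, and the value here is −1.90 (standard error 0.06). None of the 20 settings brought these 4 within the standard error of the paper's values. For Ccr7 the paper shows about 3.9 in Extended Data Fig. 4a, and the value here is 3.71 (standard error 0.15), which came within the error without OT-1 alone replicate 3 and not in the other alternatives set before the data were examined. For Cd83 it shows about 2.4 in Extended Data Fig. 4a, and the value here is 2.06 (standard error 0.33), which came within the error without OT-1 alone replicate 3 and without replicate 3 of macrophages and tumor, and not in the others. Weights from the recovered counts, chosen after seeing the values, also brought Ccr7 and Cd83 within the error and dropped 0 of the 50 genes of the paper that pass here. Readings by eye carry an error of their own that is not counted here.

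The paper states that increases of NK and T cell function genes on exposure to the tumor cells were not seen with TCR activation alone. Here, with macrophages and no tumor cells, 8 of 34 NK genes were higher and 6 lower than in OT-1 alone, against 10 and 5 with tumor, and camera did not pass in either (adjusted p = 0.685 and 0.932). The T cell activation list was higher in both (adjusted p = 0.00845 and 0.00482), calls lost with an estimated correlation (adjusted p = 0.397 and 0.289), and the call with macrophages was also lost when centred on the median (adjusted p = 0.0966, in a range of 0.00105 to 0.0966). Of 16 genes of T cell identity and the TCR complex, 7 were higher and none lower with tumor against OT-1 alone, and 5 and 3 with macrophages. Between the co-cultures 1 of 34 NK genes and 1 of 24 T cell activation genes were higher with tumor, and 1 activation gene, Tnfsf14, was lower (−0.69). The identity list was higher with tumor there (camera adjusted p = 0.0132), although no single member passed over all genes (2 when adjusted over the list alone), and that call was lost with an estimated correlation (adjusted p = 0.386) and without macrophage replicate 2 (adjusted p = 0.432, in a range of 0.00282 to 0.922). Also higher were 4 of 8 genes of the list written as naive and memory-like, Ikzf2 among them (camera adjusted p = 6.59e-06), and 2 of 12 genes of inhibitory receptors and their ligands (camera adjusted p = 0.0168), with both calls lost with an estimated correlation (adjusted p = 0.209) and the latter without macrophage replicate 2 (adjusted p = 0.128, in a range of 0.00856 to 0.611). Against OT-1 alone, fry ran higher for NK genes without passing (adjusted p = 0.0696 with tumor and 0.153 with macrophages). It called the T cell identity list higher in both (adjusted p = 8.76e-05 and 0.00652), and the activation list too (adjusted p = 6.64e-06 and 1.82e-05). A shift equal in all genes would enter fry and not camera. The median shift of all genes was 0.40 with tumor and 0.66 with macrophages. Macrophage replicate 2 stood over the other macrophage samples by a median of 2.02 in the 375 genes of lower level. In the 188 genes of highest level the difference was −0.115. Such an uneven lift can enter camera too, since it moves the genes that a list is set against. A directed score of the kind that nSolver Advanced Analysis draws was also computed, from the members' squared t statistics with their signs. For NK genes it was 5.07 with tumor and 4.03 with macrophages. For T cell activation it was 9.68 and 9.15, and for T cell identity 5.44 and 2.96. The score carries no p-value, and the shift of all genes enters it. The paper's vendor gene sets are not the lists used here, and its software was not run.

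The paper reports an increase of granzyme B and FasL expression with tumor. Here Gzmb and Fasl did not pass in limma over all genes (adjusted p = 0.117 and 0.62), and all samples with tumor lay above all with macrophages. The P values printed in Extended Data Fig. 4h,i match those of the methods' t-test, which the legend names for these panels, for the single genes here, 0.0127 for Gzmb and 0.0145 for Fasl, without adjustment. With adjustment over all genes, Gzmb passed with Benjamini-Hochberg (adjusted p = 0.0162), with the intensity trend (adjusted p = 7.85e-04), without replicate 3 of macrophages and tumor (adjusted p = 0.0269) and with the weights chosen after seeing the values (adjusted p = 4.77e-04), while Fasl passed in none of the 20 settings.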

Other observations

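The tests of low depth, of a weaker effect of macrophages and of IL-2 in this part were chosen after the results were seen. Of 9 measured genes of cytokine signalling brakes, 6 rose and 1 fell against OT-1 alone (7 and 1 when adjusted over the list alone), and the list was higher (camera adjusted p = 0.0253, and adjusted p = 0.319 with an estimated correlation). Without macrophage replicate 2 that call ended (adjusted p = 0.172, in a range of 0.00721 to 0.187). Dusp6, a phosphatase that acts on ERK, rose by 1.55, while Socs1, an inhibitor of JAK signalling, fell by 1.49. With macrophages, 7 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.0392, adjusted p = 0.443 with an estimated correlation and adjusted p = 0.0939 without macrophage replicate 2, in a range of 0.00613 to 0.358), and 2 of the 9 were higher with tumor between the co-cultures (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.335). Of 13 NF-κB target and pathway genes, 4 rose with macrophages and tumor, Nfkbia by 1.26 and Rel by 1.14 among them, and none fell, also when adjusted over the list alone (camera adjusted p = 0.191), as 4 did with macrophages (4 and 1 when adjusted over the list alone, camera adjusted p = 1.00). The NF-κB list was higher with tumor than with macrophages (adjusted p = 0.0229, adjusted p = 0.386 with an estimated correlation and adjusted p = 0.418 without macrophage replicate 2, in a range of 0.00929 to 0.865), with 1 member past the threshold, also when adjusted over the list alone. Against OT-1 alone, fry put the NF-κB list higher with macrophages and tumor (adjusted p = 1.17e-05) and with macrophages (adjusted p = 3.43e-04). Of 7 cell cycle genes, cyclin D3 (Ccnd3) fell by 0.86 with macrophages and tumor and none rose (3 lower when adjusted over the list alone), and the list was lower (adjusted p = 0.00482, and adjusted p = 0.289 with an estimated correlation). With macrophages 1 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.0676), and between the co-cultures none passed, also when adjusted over the list alone (adjusted p = 0.218). Cdkn1a, which encodes the cell cycle inhibitor p21, was among those that fell with macrophages (−1.89, adjusted p = 0.0318 from limma). That call ended in 6 of 20 settings. Its mean level was 10.66 in OT-1 alone, 8.77 with macrophages and 9.62 with macrophages and tumor. The fall of an inhibitor counts toward a lower list, so the direction of this list cannot be read as less proliferation.

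The effector transcription factor and MHC class I lists were lower with macrophages and no tumor cells than in OT-1 alone. Of 11 effector transcription factor and receptor genes, 2 rose and 4 fell there (2 and 7 when adjusted over the list alone, camera adjusted p = 8.74e-04, and adjusted p = 0.12 with an estimated correlation). With tumor against macrophages 1 of the 11 was higher (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.239). Of 12 MHC class I presentation genes, 1 rose and 2 fell with macrophages, H2-D1 by 0.40 and the transactivator gene Nlrc5 by 0.43 (1 and 3 when adjusted over the list alone), and the list was lower (adjusted p = 0.00703, and adjusted p = 0.131 with an estimated correlation). The calls for H2-D1 and Nlrc5 ended in 13 and 10 of 20 settings. Against OT-1 alone, 1 of the 12 rose with macrophages and tumor, also when adjusted over the list alone (adjusted p = 0.433), and in the direct comparison the list was higher with tumor (adjusted p = 0.0039, and adjusted p = 0.209 with an estimated correlation), with no member past the threshold over all genes and 2 when adjusted over the list alone.

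Camera, which sets a list against the other genes, called none of the next 6 lists against OT-1 alone. With macrophages and tumor, 3 of 29 interferon-stimulated genes rose and 1 fell (camera adjusted p = 0.999), with Irf7 at 1.07, a call that ended in 3 of 20 settings, and Isg20 at −0.80, and 2 rose and 1 fell with macrophages (adjusted p = 0.387). Of 36 chemokine genes 4 rose with macrophages and tumor (adjusted p = 0.932) and 3 rose and 1 fell with macrophages (adjusted p = 0.268), and the list was lower with tumor in the direct comparison (adjusted p = 0.0168, adjusted p = 0.812 with an estimated correlation and adjusted p = 0.432 without macrophage replicate 2, in a range of 0.00846 to 0.865), where Ccl1 passed at −1.07, a call that ended in 3 of 20 settings. Of 18 chemokine receptor genes, 4 rose and 4 fell with macrophages and tumor (adjusted p = 0.708), and 4 rose and 3 fell with macrophages (adjusted p = 0.824). Cxcr5 rose by 1.86 with macrophages and tumor, a call that ended in 9 of 20 settings, and its mean levels of 3.96 and 5.82 lie under the floor of 100 normalized counts. The median log2 fold change of the chemokine receptors was 0.64 with macrophages and tumor and 1.05 with macrophages while camera ran toward lower values, as it did for the interferon-stimulated genes with macrophages, at a median of 0.16. Of 33 TNF superfamily genes, 10 rose and 3 fell (adjusted p = 0.843), with Tnfrsf4 at 1.74 and Tnfrsf8 at −2.06 (−1.34 with the floor at 100 normalized counts, under which its level of 5.92 with tumor lies), and 7 rose and 4 fell with macrophages (adjusted p = 0.685). Of 26 adhesion molecule genes, 6 rose and 1 fell (adjusted p = 0.843), and 6 rose and 2 fell with macrophages (adjusted p = 1.00). With macrophages and tumor Alcam rose by 1.35, and Itga1 fell by 1.00, a call that ended in 10 of 20 settings. Of 10 MHC class II genes, Cd74 rose in both co-cultures (adjusted p = 0.939 and 0.542 for the list). With tumor against macrophages, the members higher and lower were 0 and 0 of the interferon-stimulated genes, 2 and 0 of the chemokine receptors, 1 and 1 of the TNF superfamily, 2 and 0 of the adhesion molecules and 0 and 0 of MHC class II, with adjusted p of 0.0873, 0.807, 0.897, 0.163 and 0.218.

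Camera passed for none of the marker lists of other cell types against OT-1 alone. With macrophages and tumor against OT-1 alone, 2 of 33 macrophage, 3 of 27 tumor or mesenchymal, 0 of 14 B cell, 1 of 11 dendritic cell and 1 of 13 neutrophil or mast cell genes rose, and of 8 genes of NK cells or other lymphocytes 1 rose and 1 fell, with camera adjusted p of 0.932, 0.843, 0.843, 0.843, 0.935 and 0.843. With macrophages against OT-1 alone, the median log2 fold changes of these lists were 0.96, 0.94, 0.89, 1.17, 0.91 and 0.42, where the median of all genes was 0.66. The smallest adjusted p there was 0.259, for tumor or mesenchymal genes, of which 4 rose, and that list passed in 1 of 18 settings, when centred on the median (adjusted p = 0.0491, in a range of 0.0491 to 0.592). The tumor or mesenchymal and B cell lists were lower with tumor than with macrophages (adjusted p = 0.0168 and 0.0277, and adjusted p = 0.803 and 0.808 with an estimated correlation). Without macrophage replicate 2 both had adjusted p = 0.133, in ranges of 0.00856 to 0.330 and 0.0106 to 0.865. The macrophage genes had adjusted p = 0.0691 and passed in 6 of 18 settings, and the lists of dendritic cells, of neutrophils or mast cells and of NK cells or other lymphocytes had 0.842, 0.399 and 0.545. Against OT-1 alone, fry called the tumor or mesenchymal list higher with macrophages and tumor (adjusted p = 0.0355) and with macrophages (adjusted p = 0.0056). It called the dendritic cell list higher with macrophages and tumor (adjusted p = 0.0378), and no other marker list in either comparison. For the macrophage list it gave adjusted p = 0.233 and 0.113. The shift of all genes enters fry, so these calls do not tell RNA of other cells from that shift.

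Genes at low levels stood higher in macrophage replicate 2 than in the other macrophage samples, by a median of 2.02 on the log2 scale over the 375 genes of lower level, against −0.115 over the 188 genes of highest level. Macrophage markers exceeded markers of B cells and of neutrophils or mast cells there by −0.29 (95% interval −0.795 to 0.265), which argues against RNA of macrophages as the source. Before scaling, the counts of the 375 genes in that sample were 0.597 times those in the other macrophage samples, which is consistent with background counts scaled up by its lower depth. No biological explanation was tested, since the design names none for a single sample.

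Of 49 genes that fell with macrophages against OT-1 alone, 6 were higher again with tumor in the direct comparison, namely Gzma, Il7r, Ifitm1, Ifitm2, Cxcr6 and the drug transporter gene Abcb1a, and of 89 that rose, 4 were lower with tumor. The direct calls ended in 13 of 20 settings for Gzma and for Cxcr6, 5 for Abcb1a and 3 each for Il7r, Ifitm1 and Ifitm2. Both comparisons use the macrophage samples, so the chance values of those samples enter both. A weaker effect of macrophages overall is argued against by 8 genes that macrophages had raised and that were higher still with tumor, Ccr7, Pdcd1 and Tnfaip3 among them, and low depth is argued against by the 6 genes, of which 6 pass without macrophage replicate 2. Of 7 genes known to respond to IL-2, 6 were lower with macrophages than in OT-1 alone. That list was written after their values were seen and holds Gzma itself, so the count cannot decide the question. The fall against OT-1 alone and a lack of IL-2 in the co-cultures cannot be told apart while it is open whether those had IL-2 (the deposit's treatment protocol lists none for any sample, and the methods state it for OT-1 alone). An effect of the tumor cells on granzyme A and IL-7 receptor expression stays a hypothesis, found and tested on the same samples.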
